# RBPJ, the Major Transcriptional Effector of Notch Signaling, Remains Associated with Chromatin throughout Mitosis, Suggesting a Role in Mitotic Bookmarking

**DOI:** 10.1371/journal.pgen.1004204

**Published:** 2014-03-06

**Authors:** Robert J. Lake, Pei-Fang Tsai, Inchan Choi, Kyoung-Jae Won, Hua-Ying Fan

## Abstract

Mechanisms that maintain transcriptional memory through cell division are important to maintain cell identity, and sequence-specific transcription factors that remain associated with mitotic chromatin are emerging as key players in transcriptional memory propagation. Here, we show that the major transcriptional effector of Notch signaling, RBPJ, is retained on mitotic chromatin, and that this mitotic chromatin association is mediated through the direct association of RBPJ with DNA. We further demonstrate that RBPJ binds directly to nucleosomal DNA *in vitro*, with a preference for sites close to the entry/exit position of the nucleosomal DNA. Genome-wide analysis in the murine embryonal-carcinoma cell line F9 revealed that roughly 60% of the sites occupied by RBPJ in asynchronous cells were also occupied in mitotic cells. Among them, we found that a fraction of RBPJ occupancy sites shifted between interphase and mitosis, suggesting that RBPJ can be retained on mitotic chromatin by sliding on DNA rather than disengaging from chromatin during mitotic chromatin condensation. We propose that RBPJ can function as a mitotic bookmark, marking genes for efficient transcriptional activation or repression upon mitotic exit. Strikingly, we found that sites of RBPJ occupancy were enriched for CTCF-binding motifs in addition to RBPJ-binding motifs, and that RBPJ and CTCF interact. Given that CTCF regulates transcription and bridges long-range chromatin interactions, our results raise the intriguing hypothesis that by collaborating with CTCF, RBPJ may participate in establishing chromatin domains and/or long-range chromatin interactions that could be propagated through cell division to maintain gene expression programs.

## Author Summary

How does a cell remember what it should be after cell division? One mechanism that is beginning to emerge is the retention of a few key regulatory proteins on the highly condensed mitotic chromatin during cell division. These proteins are called mitotic bookmarks, as they are believed to offer critical information as to how genetic information should be read immediately after mitosis. We have found that a protein called RBPJ, which plays pivotal roles in regulating cell-fate choices, is retained on mitotic chromatin. RBPJ transmits to DNA signals elicited by the Notch pathway: a pathway that conveys information resulting from the communication between two adjacent cells. Unlike many other factors, we found that RBPJ can bind to nucleosomes, which are the basic unit of packaged DNA consisting of DNA wrapped around eight histone proteins. We also found that RBPJ interacts with and binds to DNA sites regulated by the CTCF protein, which plays important roles in regulating long-range DNA interactions. Together, our results suggest that RBPJ can function as a mitotic bookmarking factor, to help maintain genetic programs, higher-order structural information and consequently the memory of cell identity through cell division.

## Introduction

The faithful propagation of transcriptional programs through mitosis is important to maintain cell identity. During mitosis, DNA becomes highly condensed, transcription ceases and many key regulatory proteins, such as transcription factors, enhancer-binding proteins and RNA polymerases, disengage from mitotic chromatin. However, the memory of a specific gene expression program that is required to maintain cell identity mysteriously persists. How then is transcriptional memory maintained through mitosis?

Several different mechanisms have been proposed to control the maintenance of transcriptional memory through mitosis [1]. DNA methylation can be used to propagate repressed chromatin states. Histone modifications and histone variants are also believed to be important marks to convey the signatures of active and repressed genes to progeny cells [2]. For instance, the maintenance of methylation on histone H3 lysine 9 during mitosis may be important for the recruitment of HP1 (heterochromatin protein 1) upon mitotic exit and, consequently, the reestablishment of heterochromatin domains. Histone marks that persist through mitosis can also mediate the retention of histone code readers on mitotic chromatin, such as the retention of Brd4 (Bromodomain-containing protein 4) by acetylated histone H4, which may be important to maintain decondensed chromatin regions and the rapid recruitment of transcription factors in G1 [3]. Moreover, a shifting of the histone variant H2A.Z from the +1 position upstream to the transcription start site may help to temporarily repress the transcription of genes that are otherwise marked as active [4].

Interestingly, there also appears to be mechanisms to propagate long-range chromosomal interactions through cell division. For example, the CTCF protein (CCCTC-binding factor) is a sequence specific DNA-binding factor that can function as a transcription activator, repressor or insulating factor, depending on the context [5]. CTCF also functions in X-chromosome inactivation as well as in the allele-specific expression of imprinted loci through mediating the formation of long-range chromosomal interactions. Evidence suggests that the sequence-specific DNA binding of CTCF and the long-range chromosomal interactions mediated by CTCF may be maintained through mitosis [6]. Moreover, PSC, a Drosophila polycomb group (PcG) protein, has recently been found to be retained at specific regions of mitotic chromatin, and this mitotic chromatin-association likely facilitates the efficient reestablishment of PcG function and specific long-range chromatin interactions upon mitotic exit [7].

Accumulating evidence indicates that the maintenance of transcriptional memory through mitosis is also achieved through the epigenetic marking of genes by select transcription factors, a process often referred to as mitotic bookmarking [1]. Mitotic bookmarking may help define the kinetics of transcription activation or repression upon mitotic exit [8]. Although the mechanism by which bookmarks impact transcription kinetics is largely unknown, these transcription factors may maintain regions of open chromatin for the rapid recruitment of the transcriptional machinery upon mitotic exit [1]. Importantly, lineage specific transcription factors, such as GATA1 and FOXA1, are emerging as key players in mitotic bookmarking [9], [10].

In this study, we demonstrate that the transcription factor RBPJ, which participates in both transcriptional activation and repression, possesses properties of a mitotic bookmarking factor. RBPJ is the major downstream effector of the evolutionarily conserved Notch signaling pathway [11]–[16], a pathway that is critical to numerous developmental processes that range from stem cell maintenance to neurogenesis. Our study offers novel insights into the mechanisms by which RBPJ and, consequently, Notch signaling can maintain transcriptional memory and cell-fate choices through cell division.

## Results

### RBPJ associates with mitotic chromatin

To identify transcription factors that can function as epigenetic marks, we purified mitotic chromatin from the murine embryonal carcinoma cell line F9, which is believed to represent the cancer stem cell of a teratocarcinoma [17]. Proteins extracted from mitotic chromatin were subjected to mass spectrometric analysis. We found that the transcription factor and major downstream effector of Notch signaling, RBPJ, was associated with mitotic chromatin.

To confirm that RBPJ was retained on mitotic chromatin, we expressed an eGFP-tagged derivative of RBPJ in F9 cells. As shown in Figure 1A, fluorescence imaging of live F9 cells revealed that eGFP-RBPJ remained associated with mitotic chromatin. Additionally, when compared to the mitotic chromatin signal, as revealed by counterstaining with Hoechst 33342, the eGFP-RBPJ signal appeared more restricted, suggesting that eGFP-RBPJ is enriched at specific regions of mitotic chromatin in F9 cells (Figures 1A and S1).

**Figure 1:**
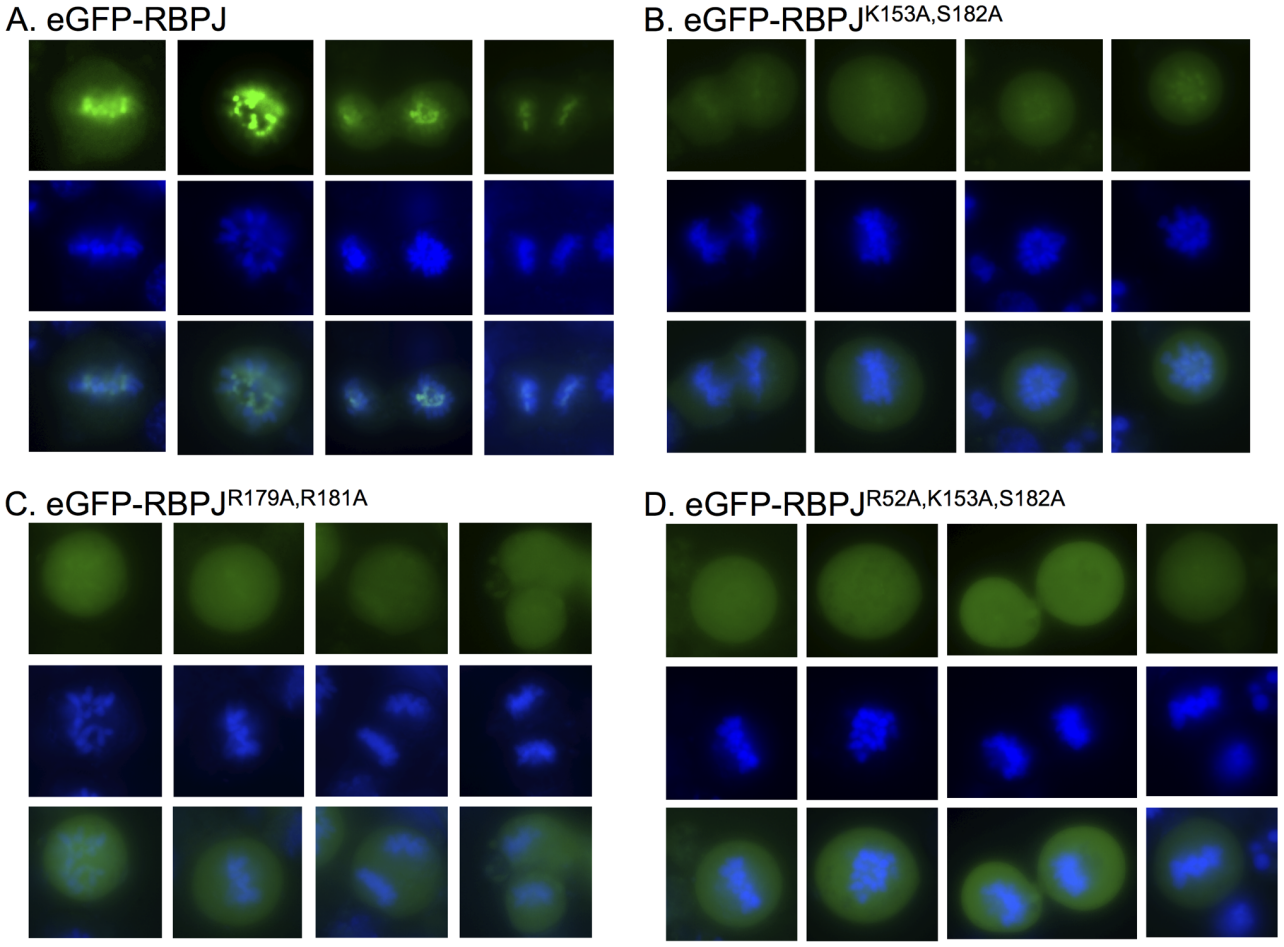
RBPJ associates with mitotic chromatin through direct DNA contacts. Fluorescence microscopy imaging of live F9 cells transiently expressing eGFP-tagged RBPJ or RBPJ derivatives harboring mutations in residues predicted to contact DNA (green). Chromatin was counterstained with Hoechst 33342 (blue). (A) F9 cells expressing eGFP-RBPJ. (B) F9 cells expressing eGFP-RBPJ^K153A,S182A^. (C) F9 cells expressing eGFP-RBPJ^R179A,R181A^. (D) F9 cells expressing eGFP-RBPJ^R52A,K153A,S182A^. R52A, K153 and S182 are conserved residues predicted to contact DNA bases. R179 and R181 are conserved residues predicted to contact the phosphodiester backbone.

### Conserved RBPJ residues that directly contact DNA contribute to mitotic chromatin retention

RBPJ is a sequence-specific DNA binding protein that binds with high affinity to the consensus sequence TTCCCAC(A/G) [18]. We next determined if the retention of RBPJ on mitotic chromatin was mediated through its direct interaction with DNA, or whether it was mediated through an indirect association with another component of mitotic chromatin. Crystal structure studies have revealed conserved residues of RBPJ that contact DNA [19], [20]. To understand the mechanism by which RBPJ associates with mitotic chromatin, we introduced mutations into RBPJ that are predicted to interfere with either DNA base (K153A, S182A and R52A) or phosphodiester (R179A and R181A) interactions. Fluorescence imaging of live F9 cells revealed that, in all cases, the mutations decreased the retention of RBPJ on mitotic chromatin. We found that the association of eGFP-RBPJ^K153A, S182A^ and eGFP-RBPJ^R179A, R181A^ with mitotic chromatin was significantly reduced (Figures 1B–C and S1), and that the association of eGFP-RBPJ^R52A,^ ^K153A, S182A^ was reduced even further (Figures 1D and S1). However, residual mitotic chromatin association of RBPJ was always maintained, as a complete loss of chromatin association would have resulted in the appearance of negative chromatin staining [21]. Additionally, the residual mitotic chromatin association of the RBPJ derivatives did not display the more restricted chromatin-staining pattern observed with wild-type RBPJ, suggesting loss of binding specificity. From this analysis, we conclude that the association of RBPJ with mitotic chromatin is mediated through direct contacts with DNA, and that conserved RBPJ residues that contact both DNA bases and the phosphodiester backbone contribute to this association.

### RBPJ binds to nucleosomal DNA *in vitro*

Nucleosomes are the basic unit of chromatin, consisting of approximately 147 bp of DNA wrapped around an octamer of histone proteins, and nucleosomes have been shown to interfere with the binding of many transcription factors to DNA. Given that the DNA of mitotic chromatin is highly condensed, we determined if RBPJ had the capacity to directly associate with nucleosomal DNA. To accomplish this, Flag-tagged RBPJ was purified from SF9 cells and used in electrophoretic mobility shift assays (Figure 2). Three, 147 bp DNA fragments were used (Figures 2A and S2A): (1) a fragment without an RBPJ-binding motif (RBPJ-minus), (2) a fragment with an 8 bp RBPJ-binding motif (TTCCCACA) positioned 13 nucleotides from one of the ends (RBPJ-end), and (3) a fragment containing a binding motif located close to the fragment's center (RBPJ-dyad). These different DNA fragments would allow us to determine if RBPJ could bind nucleosomal DNA, and whether the translational position of a binding motif on the surface of a nucleosome could impact the association of RBPJ with nucleosomal DNA.

**Figure 2:**
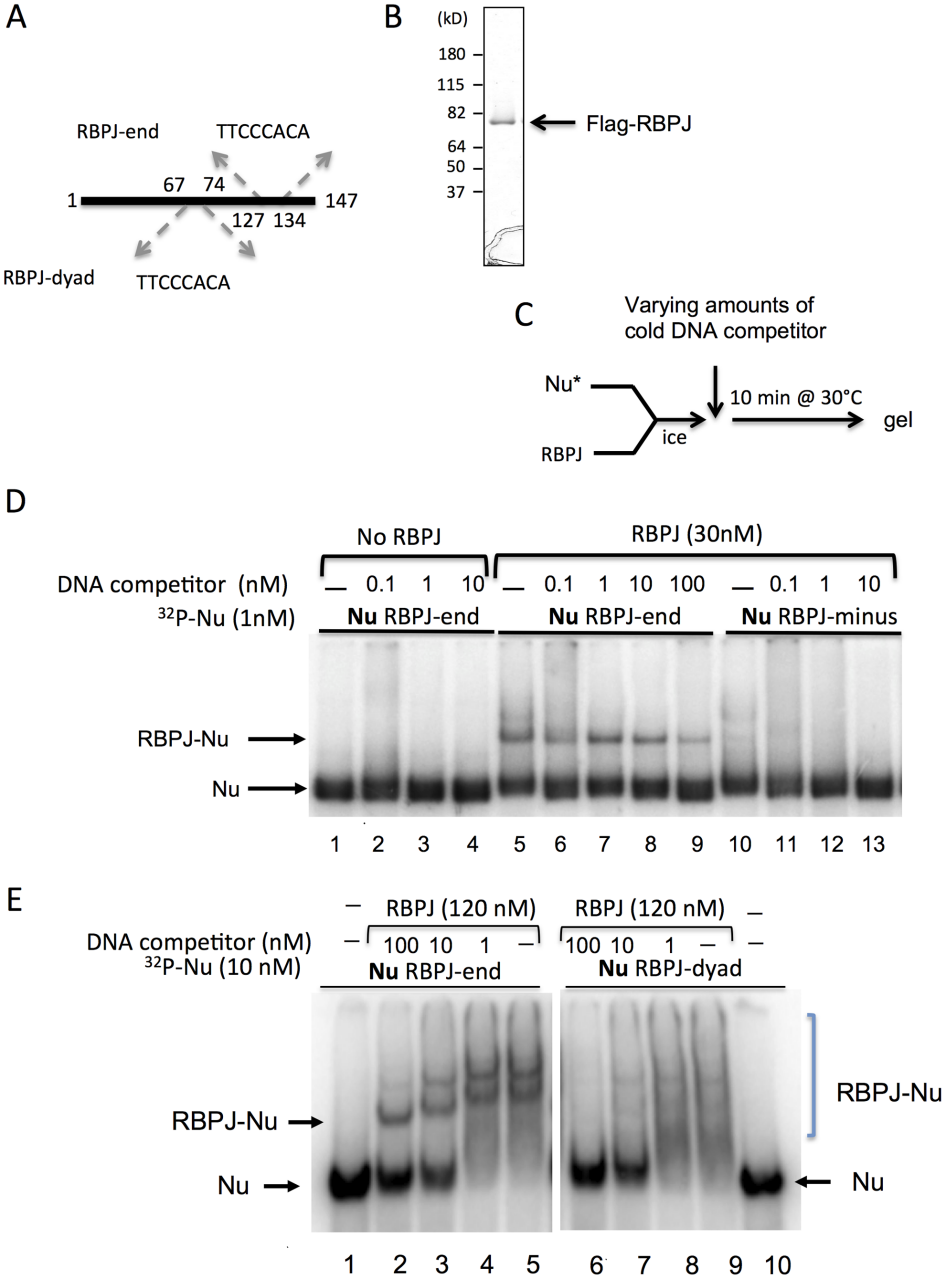
RBPJ interacts with core mononucleosomes. (A) Three 147 bp DNA fragments were used to assemble nucleosomes for gel shift assays. All DNA fragments contain nucleosome-phasing sequences between positions 1–40 [49]. RBPJ-end and RBPJ-dyad contain an RBPJ-binding motif between positions 127–134 and 67–74, respectively. The RBPJ-minus fragment does not contain an RBPJ-binding motif. (B) Recombinant Flag-tagged RBPJ protein purified from insect SF9 cells and used in assays shown in D–E. (C) Experimental scheme. (D) ^32^P-labeled nucleosomes (Nu) were used at 1 nM. RBPJ was used at 30 nM. 147 bp DNA (RBPJ-minus) was used as cold competitor at final concentrations of 0.1, 1, 10 nM (lanes 2–4, 6–8, and 11–13, respectively). 100 nM cold-competitor DNA was used in lane 9, to emphasize the stability of the RBPJ-nucleosome complex. (E) Two mononucleosome cores were used in the binding assays: RBPJ-dyad and RBPJ-end nucleosomes, containing the RBPJ binding motifs close to the dyad and entry/exit position, respectively. ^32^P-labeled nucleosomes (Nu) were used at 10 nM. RBPJ was used at 120 nM. 147 bp DNA (RBPJ-minus) was used as cold-competitor DNA at final concentrations of 100, 10 and 1 nM to demonstrate that the RBPJ protein specifically interacted with the RBPJ-binding motif (indicated by an arrow). RBPJ-nucleosome complexes of different stoichiometries are indicated by a bracket.

As expected, purified RBPJ (Figure 2B) interacted specifically with a 147 bp naked DNA fragment harboring an 8-bp RBPJ-binding motif (Figure S2C, lanes 4 and 5). Moreover, this sequence-dependent RBPJ-DNA interaction persisted even in the presence of 100-fold molar excess of competitor DNA (Figure S2C, lane 5).

We next asked if the RBPJ protein could interact with its binding motif in the context of nucleosomal DNA (Figure 2). We first examined the binding of purified RBPJ to core nucleosomes assembled with the RBPJ-minus and RBPJ-end DNA fragments (Figures 2 and S3).

As shown in Figure 2D (lanes 5–9), RBPJ was able to associate with nucleosomal DNA harboring an RBPJ-binding motif, even in the presence 100-fold molar excess of competitor DNA. The shifts in nucleosome mobility were due to RBPJ binding, as mobility-shifted bands did not appear in the absence of the RBPJ protein. These results demonstrated that RBPJ could directly bind to nucleosomal DNA, in contrast to most other transcription factors [1].

We next compared the binding of RBPJ to nucleosomes containing the RBPJ-binding motif positioned close to the DNA entry/exit site (RBPJ-end) to that of nucleosomes containing the binding motif close to the nucleosome center (RBPJ-dyad). As shown in Figure 2E, while a clear preference for RBPJ binding to its cognate motif positioned close to the DNA entry/exit sites could be observed (lanes 2–5), little or no discrete binding of RBPJ to nucleosomes containing its cognate motif positioned close to the nucleosome dyad was detected (lanes 7–9). Taken together, these results revealed that RBPJ can bind to nucleosomal DNA with higher affinity when the RBPJ-binding motif is positioned closer to the DNA entry/exit site.

### Sites of RBPJ occupancy in asynchronous and mitotic F9 cells

We next compared the sites of RBPJ occupancy at a genome-wide level on interphase and mitotic chromatin, by performing anti-RBPJ chromatin immunoprecipitation experiments followed by deep sequencing (ChIP-seq). 

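Anti-RBPJ ChIP-seq was performed in F9 cells, a murine embryonal carcinoma cell line, either cycling asynchronously or arrested in mitosis with 1 µg/ml nocodazole for 4 hours, with a mitotic index that the paper gives as above 98%. The study sequenced 6 libraries, namely 2 immunoprecipitations and 1 input for each of the cell populations. The values given beside the results come from 2 peak lists, 1 from the first immunoprecipitation of each population, and the other libraries were not used here. There were therefore no replicates, and the confidence intervals cover counting error only. The authors mapped uniquely aligned reads to mm9 with bowtie, called peaks with HOMER against the matching input, and kept peaks above 1 RPM. Every asynchronous peak was 173 bp wide and every mitotic peak 203 bp wide. Each peak carries the authors' score, which was used beside the results only to describe, rank or filter peaks within its own list. The scores ran from 10.1 to 58.3 with a median of 11.8 in asynchronous cells, and from 10.2 to 282.5 with a median of 10.9 in mitotic cells. They were whole multiples of 0.422 for 99.7% of the asynchronous peaks and of 0.728 for 99.5% of the mitotic peaks. If the score is the number of reads per 10 M, these steps correspond to 23.7 M reads in asynchronous and 13.7 M reads in mitotic cells, 37.4 M in all, and the weakest peaks held 24 and 14 reads. The paper's reported number is about 35 M mapped reads for the anti-RBPJ samples, and its text leaves open whether this counts each library or several together. No value at a result depends on these read numbers. Peaks of both lists were called shared when they overlapped by at least 1 bp, because the read numbers behind the paper's 4-fold criterion were not analysed here. The remaining peaks are referred to as asynchronous-only and mitotic-only. Motifs were searched on both strands of the mm9 sequence of each peak, with TTCCCAC(A/G) for RBPJ and with CCACTAGGGGGC, the core of the paper's CTCF gel-shift fragment, at up to 2 mismatches for CTCF. Windows of the same width, placed 2 kb on either side of each peak center, served as the comparison. Shares are given with exact Clopper-Pearson 95% intervals.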

To perform these analyses, we generated an anti-RBPJ antibody, using a GST-RBPJ fusion protein purified from insect SF9 cells. To examine the specificity of the resulting antibody, we reduced RBPJ protein levels in F9 cells using shRNA-mediated RNA interference. As shown in Figure S4A, the anti-RBPJ antibody recognized a protein of approximately 55 kD in lysates prepared from F9 cells expressing a control shRNA. Moreover, the level of the protein recognized by the antibody was substantially diminished in lysates prepared from F9 cells expressing an shRNA targeting RBPJ. Significantly, immunoprecipitation of RBPJ from crosslinked 293T cells followed by western blot analysis demonstrated that the RBPJ antibody could be used in ChIP assays (Figure S4B).

To identify sites of RBPJ occupancy on interphase and mitotic chromatin, we performed ChIP, using the anti-RBPJ antibody, on asynchronous (cycling) and mitotic (nocodazole-arrested) F9 cells. The mitotic F9 cells used for ChIP studies were generally more than 98% pure (Figure S5). The resulting immunoprecipitated DNA was made into a library for deep sequencing. The sequencing reads were mapped to the mouse genome using the Bowtie aligner [22]. Peak calling was carried out using HOMER (Hypergeometric Optimization of Motif EnRichment) with a default option (FDR = 0.001 and Poisson p-value cutoff = 0.0001) on ChIPed samples against the matching input samples, and then a 1 RPM cutoff was applied [23]. Specific peaks were defined as having at least a four-fold difference in enrichment within a 200 bp region between the two cell populations and a Poisson enrichment p-value less than 0.0001. The remaining peaks were defined as common peaks.

Using these criteria, we identified 1851 asynchronous-specific peaks, 545 mitotic-specific peaks and 2736 common peaks (Table 1). 

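The asynchronous list held 5206 peaks and the mitotic list 3227 peaks. Overlap joined 403 asynchronous peaks with 403 mitotic peaks, whose centers lay at most 187 bp apart. There were 4803 asynchronous-only peaks and 2824 mitotic-only peaks. After each of 10000 random rotations of the mitotic peaks along their chromosomes, a median of 3 asynchronous peaks overlapped a mitotic peak (one-sided permutation test, p = 0.0001, the smallest that these rotations can give). When each mitotic peak was instead moved by 10 to 100 kb, which keeps the regional density of peaks, the median was 10. Many peaks lay close to the calling threshold, with 2799 asynchronous and 2566 mitotic peaks scoring within 20% of the lowest score of their list.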

As shown in Figure 3A, ∼40% of the RBPJ occupancy sites in asynchronous cells were unique to asynchronous cells (asynchronous specific, blue), and ∼20% of RBPJ occupancy sites in mitotic cells were unique to mitotic cells (mitotic specific, green). Approximately, 60% of the RBPJ occupancy sites in asynchronous cells were retained on mitotic chromatin, which accounts for ∼80% of the total RBPJ occupancy sites in mitotic cells (common, red). These common peaks likely cover genomic regions subjected to bookmarking by RBPJ (Table S1).

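The shared peaks made up 7.74% of the asynchronous peaks (7.03 to 8.50) and 12.5% of the mitotic peaks (11.4 to 13.7). The alternative that moved these shares most counted peaks as shared when their centers lay within 1 kb, which gave 10.8% and 16.8%. The share rose with the score. Among the 1302 asynchronous peaks that make up the highest scoring 25% of the list, 195 were shared, or 15.0% (13.1 to 17.0), against 47 of the 1301 peaks in the lowest scoring 25%, or 3.61% (2.67 to 4.78). The odds ratio was 4.70 (two-sided Fisher's exact test, p = 1.29e-24). A comparison of all peaks above with all peaks below the middle of the score ranking lowered it to 2.37. When each list was split by score into 10 groups of equal size, the share ran from 2.69% in the lowest group to 17.3% in the highest in asynchronous cells, and from 7.76% to 32.5% in mitotic cells, where the lowest groups hold peaks of one tied score, 10.2. From the sites retained on mitotic chromatin, the paper proposes that the common peaks cover genomic regions that RBPJ bookmarks.

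**Figure D1:**
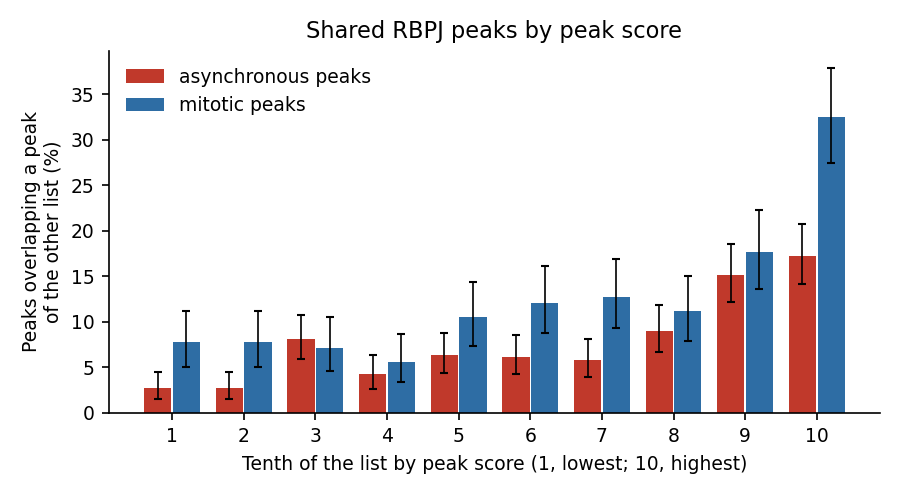
Percentage of RBPJ peaks that overlap a peak of the other list, in 10 groups of equal size from the lowest (1) to the highest (10) score of each list, for asynchronous peaks (red) and mitotic peaks (blue). Bars are shares with exact Clopper-Pearson 95% intervals, and the highest group reached 17.3% in asynchronous and 32.5% in mitotic cells.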

**Figure 3:**
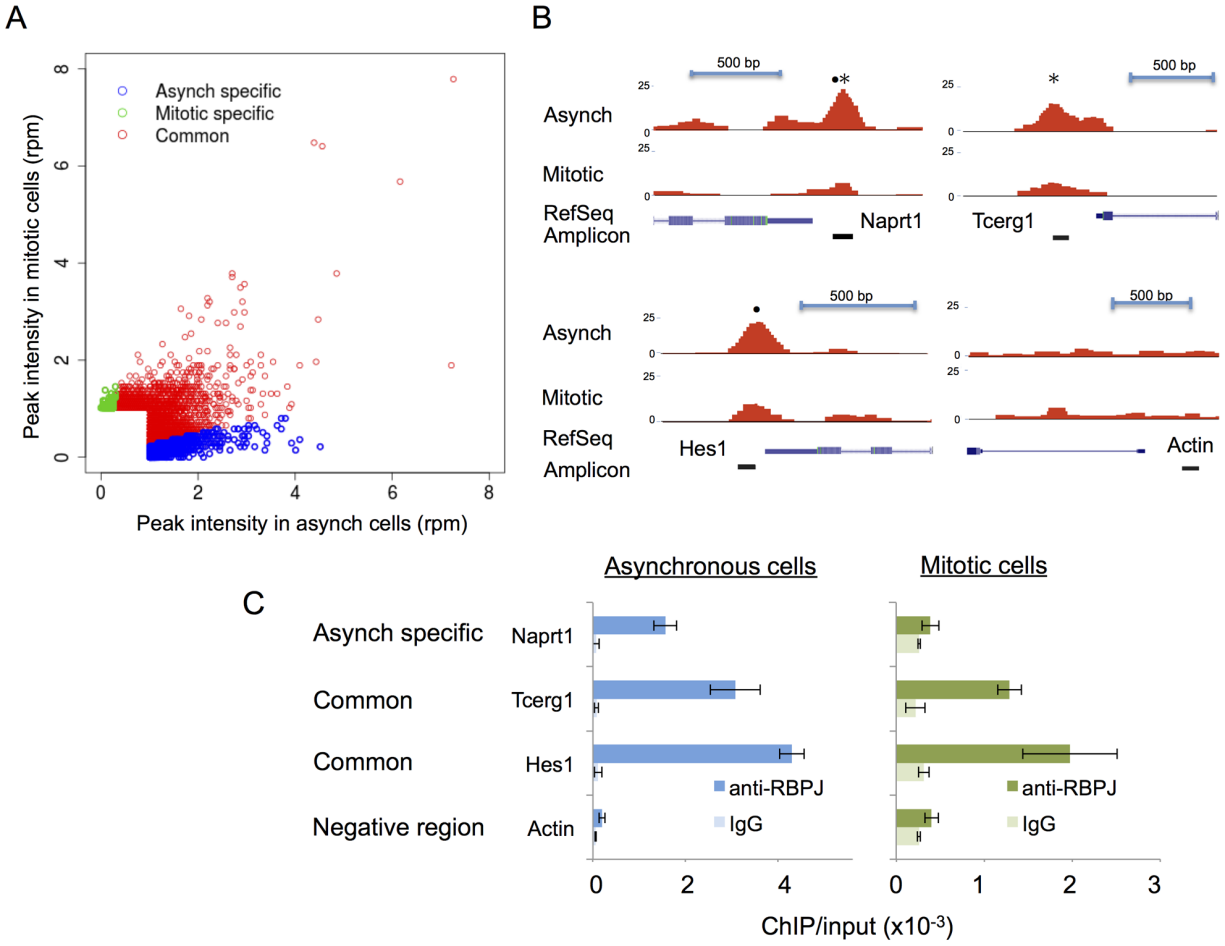
The majority of RBPJ occupancy sites are common in mitotic and asynchronous cells. (A) Scatter plot showing the correlation of RBPJ occupancy sites on asynchronous and mitotic chromatin (rpm: reads per million). Asynchronous-specific, mitotic-specific and common occupancy sites are as noted. (B) Screen shots taken from the UCSC genome browser showing RBPJ-binding peaks at three genomic loci as indicated. RBPJ occupies the Naprt1 promoter in asynchronous cells, while RBPJ occupies the Hes1 and Tecrg1 promoters in both asynchronous and mitotic cells. A region of the actin gene was used as a negative control. The relative positions of RBPJ-binding motifs (•) and CTCF-binding motifs (*) within the peaks are as indicated. (C) Validation of the ChIP-seq results using ChIP-qPCR.

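In mm9, Hes1 (ENSMUSG00000022528.7) lies on chromosome 16 from 30064470 to 30067882. An asynchronous peak from 30065337 to 30065509 (score 26.6, rank 66 of the list) and a mitotic peak from 30065299 to 30065501 (score 13.1, rank 298) overlapped there, with the mitotic center 23 bp below the asynchronous center. Upstream of the gene, a second shared pair lay at 30063194 to 30063366 in asynchronous cells (score 16.5) and at 30063069 to 30063271 in mitotic cells (score 10.9). Naprt1 (ENSMUSG00000022574.6) lies on chromosome 15 from 75721394 to 75724911 on the minus strand. An asynchronous peak from 75724987 to 75725159 (score 22.4, rank 142) was centered at -162 bp from its start. The mitotic list held no peak within 2 kb of that start. Neither list held a peak within 2 kb of the start of Actb (ENSMUSG00000029580.7), an actin gene. The paper does not name its actin gene, so Actb may not be its control region.

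**Figure D2:**
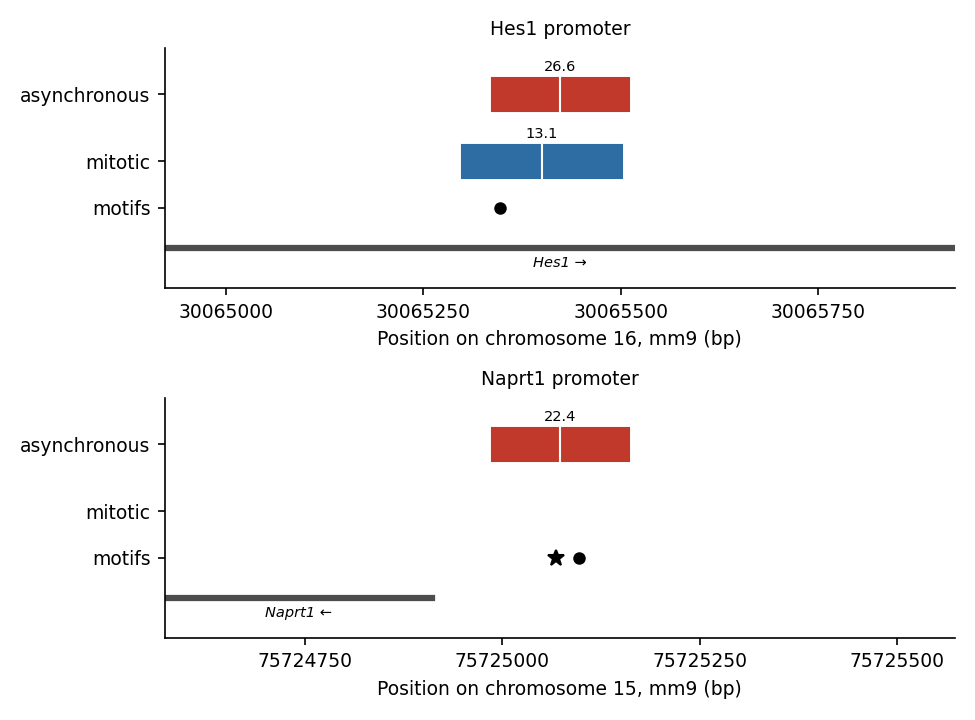
Peaks at the Hes1 and Naprt1 promoters against the mm9 position in bp, with asynchronous peaks in red, mitotic peaks in blue, the score above each peak and a white line at each center. Circles mark RBPJ motifs, the star a CTCF motif with up to 2 mismatches and gray lines the genes, and the Naprt1 promoter has no mitotic peak.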

**Table 1:** Summary of anti-RBPJ ChIP-seq results.

	Number of Peaks	RBPJ motif	CTCF motif	RBPJ or CTCF	RBPJ and CTCF
Asynchronous Specific^1^	1851	381 (21%)	255 (14%)	596 (32%)	40 (2%)
Mitotic Specific^1^	545	26 (5%)	9 (2%)	33 (6%)	2 (0.4%)
Common^2^	2736	382 (14%)	490 (18%)	800 (29%)	72 (3%)

1 A specific peak was defined as having enrichment within a 200 bp region of more than 4-fold between the two cell populations and a Poisson enrichment p-value<0.0001.

2 A common peak was defined as having similar enrichment between mitotic and asynchronous peaks. As we observed peak shifting (see Figure 4), common peaks were centered on asynchronous peaks. If centered on mitotic peaks, 8.2% and 8.4% of common peaks contain RBPJ and CTCF motifs, respectively.

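In the mitotic coordinates of the 403 shared peaks, 46 peaks or 11.4% (8.48 to 14.9) held an RBPJ motif and 64 peaks or 15.9% (12.5 to 19.8) held a CTCF motif. At least 1 of the motifs was present in 98 of these peaks, or 24.3%, and both were present in 12.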

ChIP-qPCR was used to validate the cell cycle-dependent association of RBPJ with sites in the promoters of three genes (Figure 3B): Naprt1 (Nicotinate phosphoribosyltransferase), Tcerg1 (Transcription elongation regulator 1), and the known RBPJ/Notch target Hes1 (Hairy and enhancer of split 1). 

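The overlapping Hes1 peaks that start at 30065337 in asynchronous and at 30065299 in mitotic cells contained the RBPJ motif TTCCCACA on the minus strand at 30065344 to 30065351 of chromosome 16 (mm9), within the reference sequence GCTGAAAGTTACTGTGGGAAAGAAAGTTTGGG. No CTCF motif with up to 3 mismatches lay in this pair. The shared pair upstream of the gene contained no RBPJ motif, and its mitotic peak held a CTCF match with 3 mismatches at 30063092 to 30063103. The Naprt1 peak contained TTCCCACA on the minus strand at 75725094 to 75725101 of chromosome 15, within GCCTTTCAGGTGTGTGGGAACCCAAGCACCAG, and the CTCF motif CCTCTAGGGGGC, with 1 mismatch, on the minus strand at 75725062 to 75725073. The middle of the RBPJ motif was 24.5 bp from the peak center and that of the CTCF motif -5.5 bp, where a minus sign means a lower coordinate.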

Of the three regions analyzed, the Hes1 promoter contained an RBPJ-binding motif (•), the Tcerg1 promoter contained a CTCF-binding motif (*) and the Naprt1 promoter contained both binding motifs (see below for motif analysis of RBPJ occupancy sites). As shown in Figure 3C, ChIP-qPCR revealed that the association of RBPJ with these three promoters mirrored the association as determined by ChIP-seq. RBPJ occupied the Tcerg1 and Hes1 promoters in both asynchronous and mitotic cells, but RBPJ preferentially occupied the Naprt1 promoter in asynchronous cells. We did not observe RBPJ association with a region of the actin gene, which was used as a negative control.

### Genomic annotation and gene ontology of RBPJ occupancy sites

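Each peak center was assigned to 1 class in the paper's order of priority, with the 95414 transcripts of 37252 genes of GENCODE for the same build. Promoters accounted for 43.2% of the shared peaks (38.3 to 48.2), 30.3% of the asynchronous-only peaks (29.0 to 31.6) and 17.1% of the mitotic-only peaks (15.7 to 18.5). Between asynchronous-only and mitotic-only peaks, the odds ratio for a promoter was 2.11 (two-sided Fisher's exact test, p = 5.80e-39), and a promoter reaching from 2 kb upstream to 500 bp downstream lowered it to 1.90. Introns held 22.3% of shared, 28.6% of asynchronous-only and 36.0% of mitotic-only peaks. Intergenic regions held 18.6%, 21.8% and 27.9% of these categories, and distal promoters 8.44%, 9.93% and 8.07%. Exons held 3.72%, 5.12% and 6.66%, and the regions around transcription termination sites 3.72%, 4.21% and 4.28%.

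**Figure D3:**
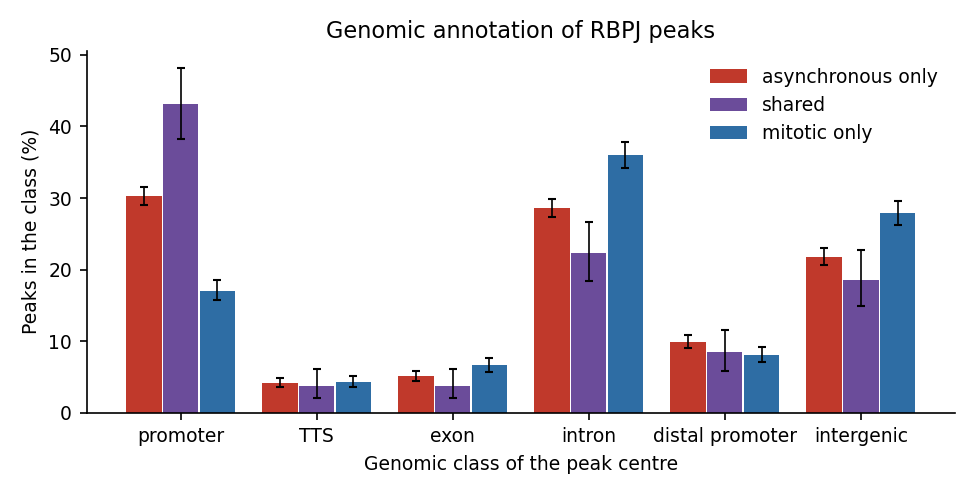
Percentage of asynchronous-only (red), shared (purple) and mitotic-only (blue) RBPJ peaks in each genomic class of the peak center. Bars are shares with exact Clopper-Pearson 95% intervals, and the promoter class falls from 43.2% of shared to 17.1% of mitotic-only peaks.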

Between each of these three peak categories (asynchronous specific, mitotic specific and common), genomic annotation revealed little difference in the relative percentages for most functional genomic classes (Figure S6 and Tables S2, S3): intergenic regions (∼35–45%), introns (∼28–43%), promoters (16–27%), exons (∼6%), transcription start sites (∼2%), 3′ UTRs (∼1%) and 5′ UTRs (∼1%). Of interest, when we compared RBPJ occupancy at sites that specifically contained RBPJ-binding motifs, we found that the percentage of mitotic-specific promoter occupancy was relatively low (3.6%) compared to asynchronous-specific promoter occupancy (21.5%).

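Among the 421 asynchronous-only peaks with an RBPJ motif, 103 or 24.5% (20.4 to 28.9) were at promoters. Among the 68 mitotic-only peaks with the motif, 11 or 16.2% (8.36 to 27.1) were at promoters. The odds ratio of 1.68 was within counting error (two-sided Fisher's exact test, p = 0.164). With the shorter motif TTCCCA, an alternative chosen after the values were seen, 454 of 1702 asynchronous-only and 113 of 658 mitotic-only peaks were at promoters, an odds ratio of 1.75 (two-sided Fisher's exact test, p = 9.40e-07, with p between 9.40e-07 and 1 over the alternatives). With a promoter reaching from 2 kb upstream to 500 bp downstream, also chosen after the values were seen, the shares were 31.6% and 30.9% and the odds ratio was 1.03, the largest change among these alternatives.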

To categorize further the functions of genes near sites of RBPJ occupancy, gene ontology (GO) analysis was performed with the Genomic Regions Enrichment of Annotations Tool (GREAT) (Tables S4, S5) [24]. Genes involved in stem cell maintenance, development and differentiation-related pathways correlated most significantly with sites of RBPJ occupancy in asynchronous F9 cells (Table S4). These results agree with the known functions of RBPJ as the major transcriptional effector of the Notch signaling pathway [12]. GO analysis also suggests an involvement of RBPJ in the metabolism and processing of non-coding RNAs, consistent with the known functions of RBPJ/Notch in miRNA biogenesis. Moreover, results from the GO analysis suggest that these properties may extend to small nuclear and nucleolar RNA, telomerase RNA components and Cajal body-specific RNA (Tables S4) [25].

### A fraction of RBPJ occupancy sites shift between mitotic and asynchronous cells

During the course of our analysis, we found that some of the peaks obtained by ChIP-seq appeared to shift in their genomic localization between mitotic and asynchronous cells (Figure 4). This was revealed by changes in the position of the RBPJ-binding motifs relative to the peak centers. 

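The position of the RBPJ motif was compared between the centers of each shared pair with a motif in either peak. In these 58 pairs, the median distance from the motif to the center was 29 bp for the asynchronous peak and 45 bp for the mitotic peak. The motif was closer to the asynchronous center in 37 pairs and closer to the mitotic center in 19. On average it lay 15.3 bp farther from the mitotic center (bootstrap 95% interval 0.293 to 30.3, two-sided sign-flip permutation test, p = 0.0510). With the motif shortened to TTCCCA, the mean difference was 16.8 bp in 183 pairs (two-sided permutation test, p = 0.000240). Among all asynchronous peaks with the motif, 49.3% had it within 25 bp of the center, where an even spread over the peak gives 30.7%. The mitotic peaks with the motif had it there in 30.7% of cases, where an even spread gives 26.0%.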

To validate this observation, we analyzed RBPJ enrichment at three different loci that showed peak shifting, using ChIP-qPCR with primer sets positioned around the different peaks. 

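The chrX locus, at the start of Rpl36a, held an asynchronous peak from 131120087 to 131120259 (score 37.1, rank 14) and a mitotic peak from 131120157 to 131120359 (score 18.2, rank 45) in mm9, with the mitotic center 85 bp higher. Its RBPJ motif TTCCCACG at 131120159 to 131120166 lay at -10.5 bp from the asynchronous and at -95.5 bp from the mitotic center. The chr2 locus, upstream of Tpd52l2, held an asynchronous peak from 181231137 to 181231309 (score 14.4, rank 1056) and a mitotic peak from 181231056 to 181231258 (score 12.4, rank 433), with the mitotic center at -66 bp. Its motif TTCCCACA at 181231214 to 181231221 lay at -5.5 bp from the asynchronous center and 60.5 bp from the mitotic center. The chr4 locus held the highest scoring asynchronous peak, from 118744355 to 118744527 (score 58.3), and a mitotic peak from 118744408 to 118744610 (score 18.2), with the mitotic center 68 bp higher. Neither chr4 peak contained TTCCCAC(A/G). The shorter TTCCCA occurred at -43.5, 20.5 and 32.5 bp from the asynchronous center and at -47.5 and -35.5 bp from the mitotic center.

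**Figure D4:**
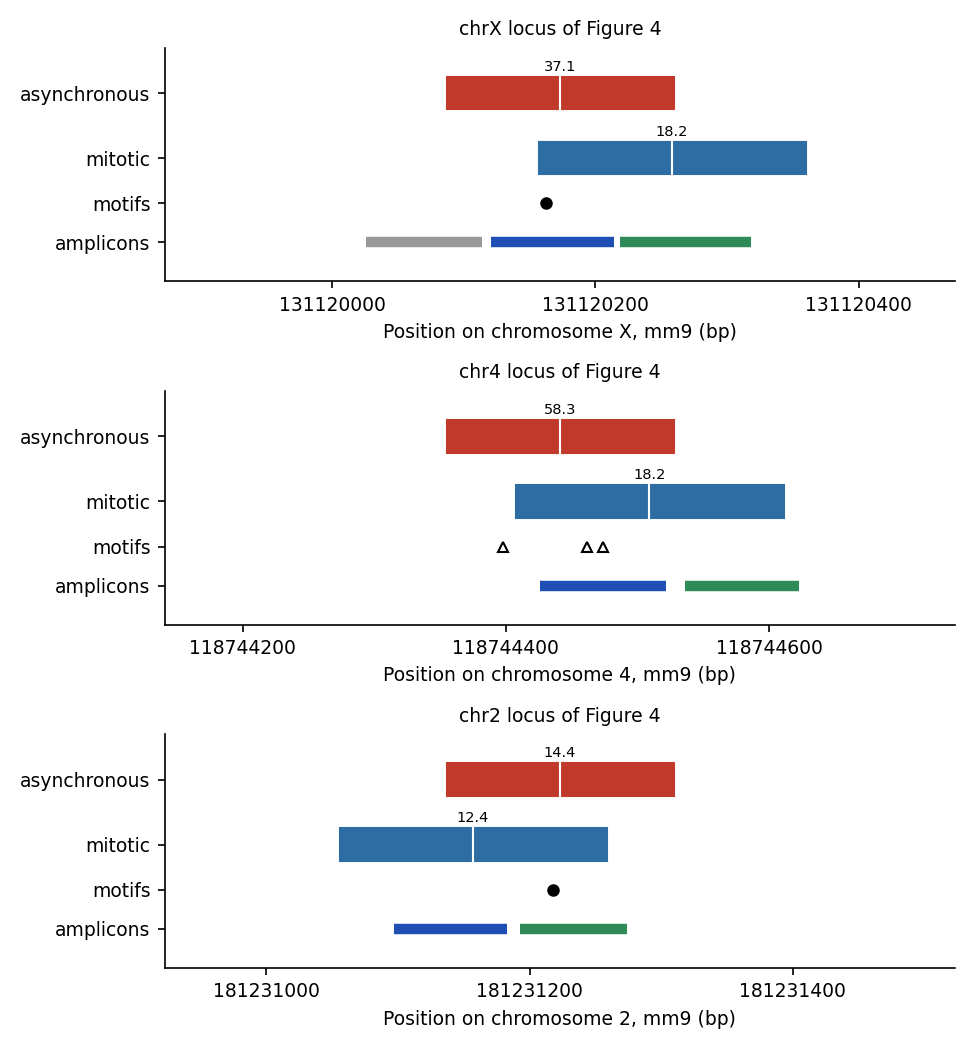
Peaks at the chrX, chr4 and chr2 loci against the mm9 position in bp, with asynchronous peaks in red, mitotic peaks in blue, the score above each peak and a white line at each center. Circles mark RBPJ motifs, triangles the shorter TTCCCA and bars the gray, blue and green amplicons of Table S6, and the centers differ by 85 bp at chrX and 68 bp at chr4.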

All three loci contained RBPJ-binding motifs (*) at their peak centers in asynchronous F9 cells but not at the peak centers in mitotic cells (Figure 4A–C, left panels). If the positions of RBPJ peaks of asynchronous cells were the same as that of mitotic cells, we would expect to see a similar ratio of DNA enrichment using two adjacent primer sets. As shown in Figure 4A–C (right panels), we observed changes in the ratios of DNA amplified by different primer sets (blue vs. green) when we compared asynchronous and mitotic chromatin isolated by RBPJ-ChIP. Specifically, for the chrX locus, similar amounts of DNA were amplified by both primer sets from asynchronous chromatin (p-value = 0.3) but different amounts from mitotic chromatin (p-value = 0.002) (Figure 4A). At the chr2 and chr4 loci, similar amounts of DNA were amplified by both primer sets from mitotic chromatin (p = 0.2 and 0.4, respectively) but different amounts from asynchronous chromatin (p = 0.04 and 0.05, respectively) (Figure 4B–C). Importantly, all of the qPCR signals were significantly higher than that of a negative control region (Figure 4A, gray). Together, these results support the hypothesis that RBPJ can shift away from some of its preferred interphase binding sites during mitosis.

**Figure 4:**
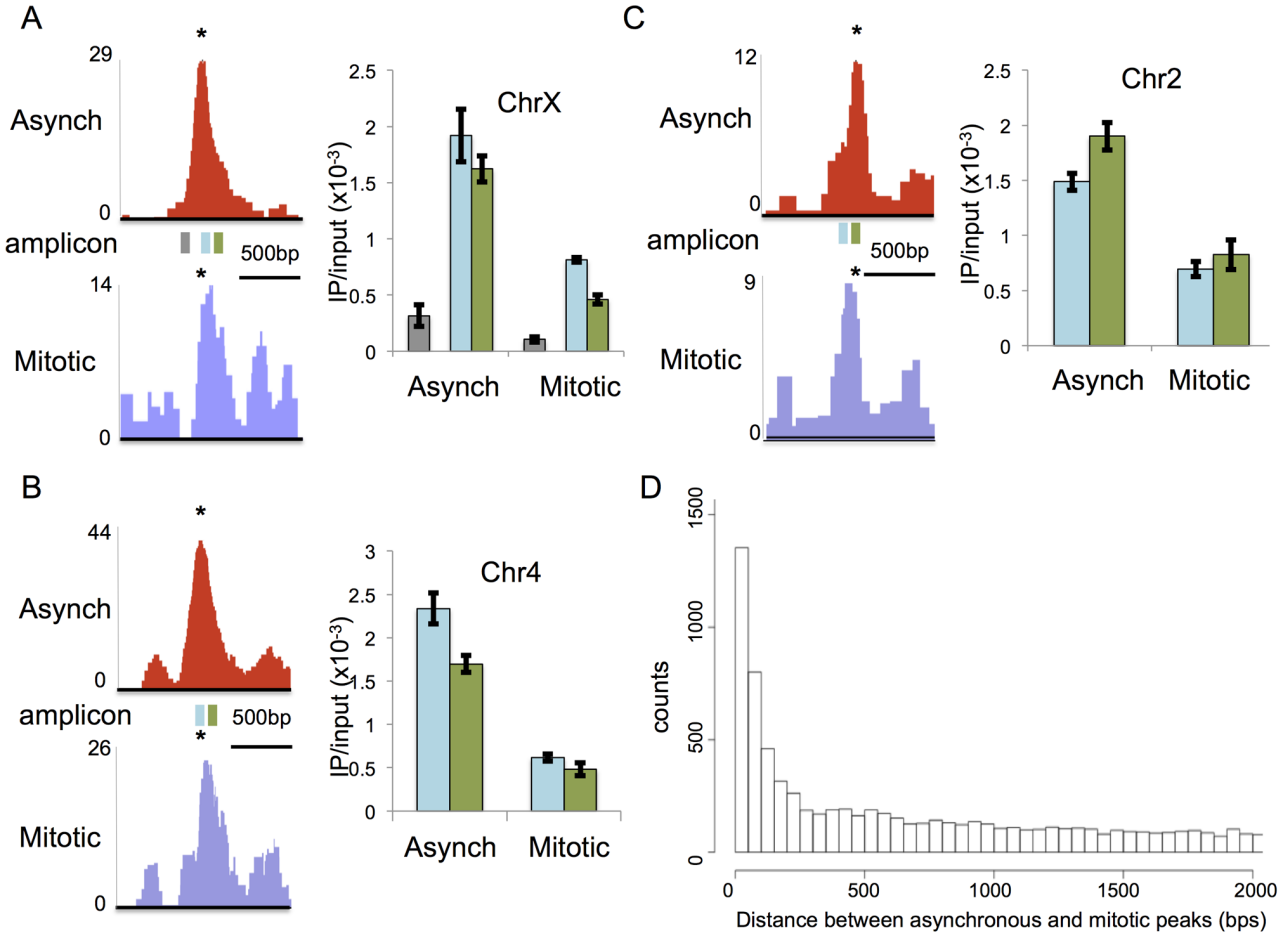
RBPJ occupancy sites can shift between interphase and mitosis. Left panels in (A–C) are screen shots taken from the UCSC genome browser showing RBPJ-binding peaks from asynchronous (red) and mitotic (blue) cells at three sites of RBPJ occupancy: (A) chrX:131,119,512-131,120,980, (B) chr4:118,743,747-118,745,201 and (C) chr2:181,230,559-181,231,788. The position of the RBPJ-binding motif within each peak is indicated with an asterisk. Right panels in (A–C) are results from ChIP-qPCR assays using two primer sets that span the asynchronous and mitotic peaks. The positions of the amplicons are noted by rectangles underneath the peaks (blue and green). The gray amplicon in (A) was used as a negative control region. The ChIP-qPCR results confirmed shifts in the centers of the RBPJ-binding peaks between asynchronous and mitotic cells at these loci. Primers used are described in Table S6. (D) Histogram showing the number of peaks as a function of separation distance between asynchronous and mitotic cells. Bin size is 50 bps.

Intrigued by these observations, we increased the depth of our analysis by calculating the distances between all neighboring RBPJ peaks in asynchronous and mitotic cells, and then plotting the number of peaks as a function of separation distance. As shown in Figure 4D, there was a tendency to find differences in peak positions between asynchronous and mitotic cells with a distance of 250 bp or less, and this tendency increased as separation distance decreased. Some of these peaks represent common sites of RBPJ occupancy, but with shifts in their translational position between asynchronous and mitotic cells. 

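For each asynchronous peak, the distance to the closest mitotic peak center was counted in bins of 50 bp. From 0 to 250 bp, the successive bins held 217, 100, 49, 42 and 17 asynchronous peaks, 425 in all or 8.16% of the list (7.43 to 8.94). From 250 to 500 bp, the bins held between 10 and 19 peaks. Random rotations of the mitotic peaks gave a mean of 0.822 peaks in the first bin and a median of 4 peaks within 250 bp (one-sided permutation test, p = 0.0001, the smallest that the rotations can give). Restricting both lists to peaks in the upper part of their scores, at or above the median, moved the count within 250 bp most, to 236.

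**Figure D5:**
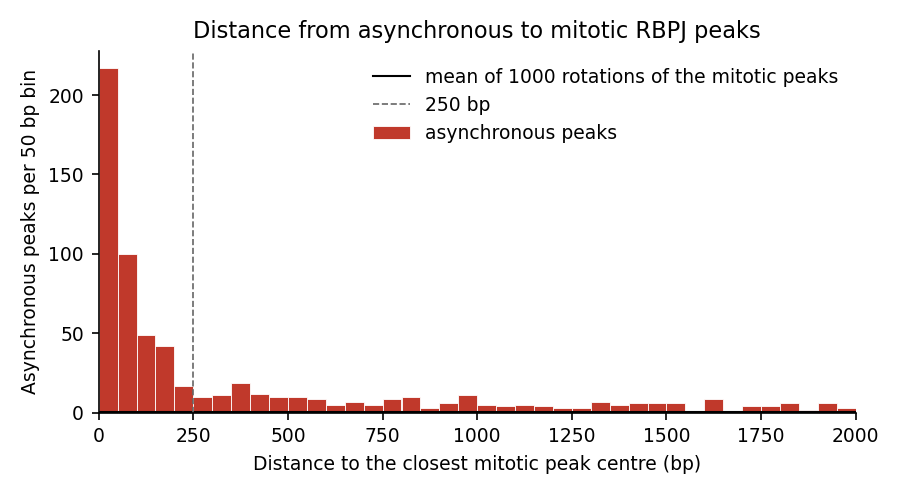
Number of asynchronous RBPJ peaks in each 50 bp bin of the distance in bp to the closest mitotic peak center, up to 2000 bp. The black line is the mean of 1000 rotations of the mitotic peaks, the dashed line marks 250 bp, and the count falls from 217 in the first bin to 17 in the last bin before that line.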

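In the 403 shared pairs, the median distance between the asynchronous and mitotic centers was 43 bp (bootstrap 95% interval 38 to 55), with quartiles of 18.5 and 90 bp. The centers lay within 10 bp in 64 pairs and more than 50 bp apart in 186 pairs, or 46.2%. The mitotic center had the higher coordinate in 202 pairs and the lower in 195. Pairing peaks whose centers lay within 250 bp moved the median most, to 48 bp. The strongest 101 pairs, ranked by the lower of their within-list score ranks, had a median distance of 32 bp and the weakest 100 pairs 47.5 bp, a difference within chance (two-sided permutation test, p = 0.0744).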

Taken together, these results support the notion that, during mitosis, RBPJ can shift away from its preferred DNA-binding site (Figure 4). Given that RBPJ can be retained on mitotic chromatin, these results also suggest that RBPJ can slide along DNA when chromatin is restructured during mitosis, to maintain its local chromatin association.

### RBPJ- and CTCF-binding motifs are enriched at sites of RBPJ occupancy

Using HOMER to identify motifs, we found strong enrichment of both RBPJ- and CTCF-binding motifs in the RBPJ peaks common to both asynchronous and mitotic F9 cells (Figure 5A and Table 1). Moreover, these two motifs were found in the peaks unique to asynchronous cells; however, no significant motif enrichment was observed in the peaks unique to mitotic cells. 

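An RBPJ motif was present in 473 asynchronous peaks, or 9.09% (8.32 to 9.90), and in 168 of the 10412 flanking windows, or 1.61%. The odds ratio was 6.09 (Woolf 95% interval 5.09 to 7.29, two-sided Fisher's exact test, p = 1.39e-101). A CTCF motif was present in 580 asynchronous peaks, or 11.1% (10.3 to 12.0), and in 119 windows, or 1.14%, with an odds ratio of 10.8 (8.88 to 13.2, Fisher's exact test, p = 3.21e-169). The alternatives that moved these odds ratios most were the shorter RBPJ motif TTCCCA, at 2.76, and the CTCF motif with up to 3 mismatches, at 3.44. In the asynchronous coordinates of the shared peaks, 52 peaks or 12.9% (9.79 to 16.6) held an RBPJ motif and 65 peaks or 16.1% (12.7 to 20.1) a CTCF motif. Both shares exceeded those of asynchronous-only peaks. For RBPJ, the odds ratio was 1.54 (1.13 to 2.10, two-sided Fisher's exact test, p = 0.00857, or 0.00980 after Benjamini-Hochberg adjustment over the 8 motif comparisons). With TTTCCCA(C/G) as the RBPJ motif it was 1.30 and no longer past the threshold of 0.05 (Fisher's exact test, p = 0.102, with p between 0.00998 and 0.102 over the alternatives). For CTCF, the odds ratio was 1.60 (1.21 to 2.12, two-sided Fisher's exact test, p = 0.00165, adjusted 0.00220). With up to 1 mismatch it was 1.65 in fewer motif-bearing peaks (Fisher's exact test, p = 0.0606, with p between 0.000292 and 0.0606 over the alternatives). At least 1 of the motifs was found in 106 shared peaks, or 26.3%, and both in 11.

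**Figure D6:**
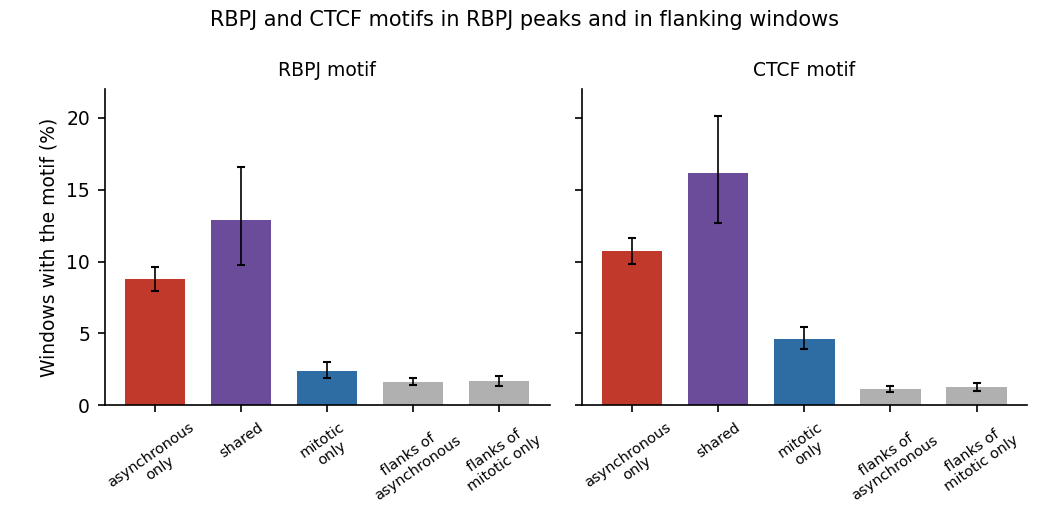
Percentage of peaks and of flanking windows that contain an RBPJ motif (left) or a CTCF motif (right), for asynchronous-only (red), shared (purple) and mitotic-only (blue) RBPJ peaks and for flanking windows (gray). Bars are shares with exact Clopper-Pearson 95% intervals, and shared peaks reach 12.9% for RBPJ and 16.1% for CTCF.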

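Among the asynchronous-only peaks, 421 or 8.77% (7.98 to 9.60) held an RBPJ motif and 515 or 10.7% (9.86 to 11.6) a CTCF motif. At least 1 of them was present in 907 peaks, or 18.9%, and both in 29. Among the mitotic-only peaks, 68 or 2.41% (1.87 to 3.04) held an RBPJ motif, against 95 of 5647 flanking windows, or 1.68%. The odds ratio was 1.44 (1.05 to 1.98, two-sided Fisher's exact test, p = 0.0236, adjusted 0.0236). A CTCF motif was present in 131 mitotic-only peaks, or 4.64% (3.89 to 5.48), against 71 flanking windows, or 1.26%, with an odds ratio of 3.82 (2.85 to 5.12, two-sided Fisher's exact test, p = 3.72e-20, adjusted 7.44e-20). At least 1 of the motifs was present in 198 mitotic-only peaks, or 7.01%.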

The decrease in motif enrichment in mitotic cells may be related to the peak shifting described above. These results indicate that RBPJ not only associates with genomic regions that contain an RBPJ-binding motif, but also with regions that contain a CTCF-binding motif, and that both these sites can be occupied by RBPJ in interphase and mitotic cells (Figure 3B).

**Figure 5:**
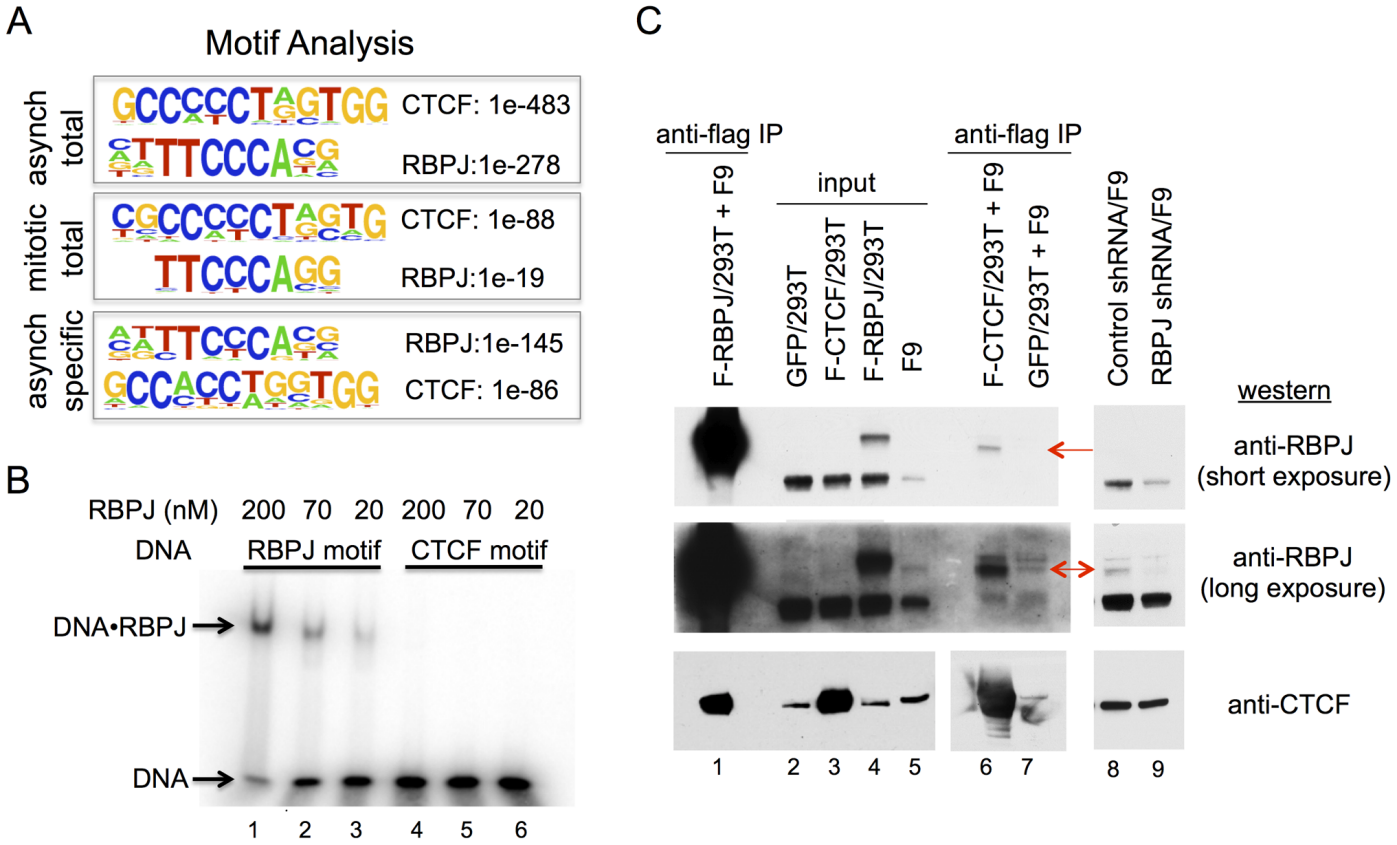
RBPJ interacts with CTCF and is enriched at genomic loci containing CTCF-binding motifs. (A) Protein-binding motifs enriched at sites of RBPJ occupancy on chromatin from asynchronous cells and mitotic cells, as well as occupancy sites unique to asynchronous cells. The enrichment p-values for each motif are as shown. No significant motif was enriched at sites of RBPJ occupancy specific to mitotic chromatin. (B) Electrophoretic mobility shift assays showing binding of RBPJ to DNA containing an RBPJ-binding motif but not to DNA containing a CTCF-binding motif. 16 bp DNA fragments were used at 1 nM and RBPJ protein concentrations are as indicated. (C) Protein interaction experiments revealing RBPJ and CTCF association. Lysates prepared from 293T cells expressing Flag-RBPJ, Flag-CTCF or GFP were incubated with anti-Flag M2 agarose beads (α-Flag). After protein binding, the beads were washed and then incubated with F9 cell lysate. Bound proteins were eluted with Laemmli buffer and resolved in a NuPAGE 7% Tris-acetate gel (lanes 1, 6 and 7). RBPJ and CTCF were detected by western blot analysis, using antibodies indicated to the right. For the CTCF western, lanes 1–5 were from a long exposure and lanes 6–7 were from a short exposure. Lanes 2 and 5 are input lysates. Lanes 8 and 9 are lysates prepared from F9 cells expressing a control shRNA or an shRNA targeting RBPJ, revealing the presence of different RBPJ isoforms in F9 cells. CTCF was used as a loading control. Arrows point to the low abundance RBPJ isoform.

Classified GO analysis revealed that peaks containing the RBPJ-binding motif were found near genes involved in cell-fate determination pathways (Table S4B). On the other hand, peaks containing the CTCF-binding motif were found near genes involved in the immune response and cell junction regulation (Table S4C). These results raise the intriguing hypothesis that RBPJ may diversify its activity by interacting with CTCF to regulate different sets of genes associated with different biological processes. Importantly, given that RBPJ associates with mitotic chromatin, many of these genes may be marked by RBPJ for epigenetic regulation (Table S1).

### RBPJ interacts with CTCF

Our motif analysis revealed that CTCF-binding motifs were enriched at sites of RBPJ occupancy. Approximately 16% of these peaks contained a CTCF-binding motif, which is similar to the percentage of peaks that contained an RBPJ-binding motif (Table 1). 

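In the whole mitotic list, 195 peaks or 6.04% (5.25 to 6.92) held a CTCF motif, against 78 of 6453 flanking windows, or 1.21%, an odds ratio of 5.26 (4.03 to 6.86, two-sided Fisher's exact test, p = 8.65e-39, adjusted 2.31e-38). An RBPJ motif was present in 114 mitotic peaks, or 3.53% (2.92 to 4.23), against 110 windows, or 1.70%, an odds ratio of 2.11 (1.62 to 2.75, two-sided Fisher's exact test, p = 5.33e-08, adjusted 8.53e-08). In the highest scoring 25% of mitotic peaks, 8.43% held a CTCF motif (6.60 to 10.6) and 4.96% an RBPJ motif (3.56 to 6.69), against 5.33% (3.89 to 7.12) and 3.35% (2.22 to 4.84) in the lowest scoring 25%. These lowest scoring mitotic peaks were picked by chromosome and position from a larger number tied at 10.2. In the highest scoring 25% of asynchronous peaks, 15.8% held an RBPJ motif (13.9 to 17.9), against 5.69% (4.49 to 7.09) of the lowest scoring. The corresponding shares with a CTCF motif were 11.8% (10.1 to 13.7) and 10.3% (8.70 to 12.1).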

CTCF is a CCCTC-binding, zinc finger protein that is involved in multiple chromatin-related functions. These functions include transcriptional activation or repression, preventing the communication between promoters and nearby enhancers or silencers by binding to insulator elements, and establishing long-range chromatin interactions [5].

The recovery of CTCF-binding motifs did not result from a non-specific interaction of the anti-RBPJ antibody with the CTCF protein, as western blot analysis revealed that the anti-RBPJ antibody did not recognize the CTCF protein, which is present in F9 cell lysates (see below). Two additional explanations might account for the enrichment of CTCF-binding motifs. First, in addition to binding to its own motif, RBPJ might also have affinity to the CTCF-binding motif. Alternatively, RBPJ may interact, either directly or indirectly, with the CTCF protein, and the recovery of DNA containing the CTCF-binding motif could be a consequence of this interaction.

To distinguish between these two possibilities, we compared the relative binding affinities of the RBPJ protein to DNA fragments containing an RBPJ-binding motif or a CTCF-binding motif identified from our ChIP-seq results. As shown in Figure 5B, RBPJ readily bound to a 16 bp DNA fragment containing an RBPJ-binding motif. On the other hand, we observed little or no binding of RBPJ to a 16 bp DNA fragment containing a CTCF-binding motif, even at very high RBPJ concentrations (200 nM). Given that peaks containing RBPJ- or CTCF-binding motifs were recovered with equal efficiency, these results argue against the possibility that RBPJ interacted with CTCF-binding elements directly.

We next determined if the recovery of DNA containing CTCF-binding motifs resulted from an interaction between RBPJ and CTCF. First, we asked if RBPJ could associate with CTCF. For these experiments, we expressed Flag-tagged CTCF or Flag-tagged RBPJ in 293T cells and then purified them using anti-Flag (M2) beads. We then incubated the immobilized proteins with F9 cell lysates, to determine if we would observe interactions with endogenous RBPJ or CTCF, respectively. As shown in Figure 5C, we observed an interaction between Flag-RBPJ and endogenous CTCF (lane 1). Reciprocally, we observed an interaction between Flag-CTCF and a low abundance RBPJ species, which may arise through alternative splicing, alternative transcription initiation or post-translational modification (lane 6). Of note, different RBPJ isoforms have been observed in F9 cells [26]. shRNA-mediated RNA interference further confirmed that this CTCF interacting protein was indeed RBPJ, as its abundance was diminished when F9 cells expressed an shRNA targeting RBPJ (lane 9) but not when cells expressed a control shRNA (lane 8). Taken together, these data support the hypothesis that RBPJ and CTCF interact. Moreover, these data suggest that this interaction may be enhanced by cell-type specific protein modifications or isoform expression.

Second, we used shRNA-mediated RBPJ knockdown and anti-RBPJ ChIP-qPCR to make certain that RBPJ was, indeed, interacting with the Hes1, Tcerg1 and Naprt1 promoters and that our polyclonal antibody was truly recognizing RBPJ bound to these regions. As shown in Figure 6A, we were able to substantially reduce RBPJ protein levels with shRNA targeting RBPJ. The ChIP-qPCR results shown in Figure 6B reveal that there was a substantial reduction in the signals arising from all three regions in cells expressing shRNA targeting RBPJ.

**Figure 6:**
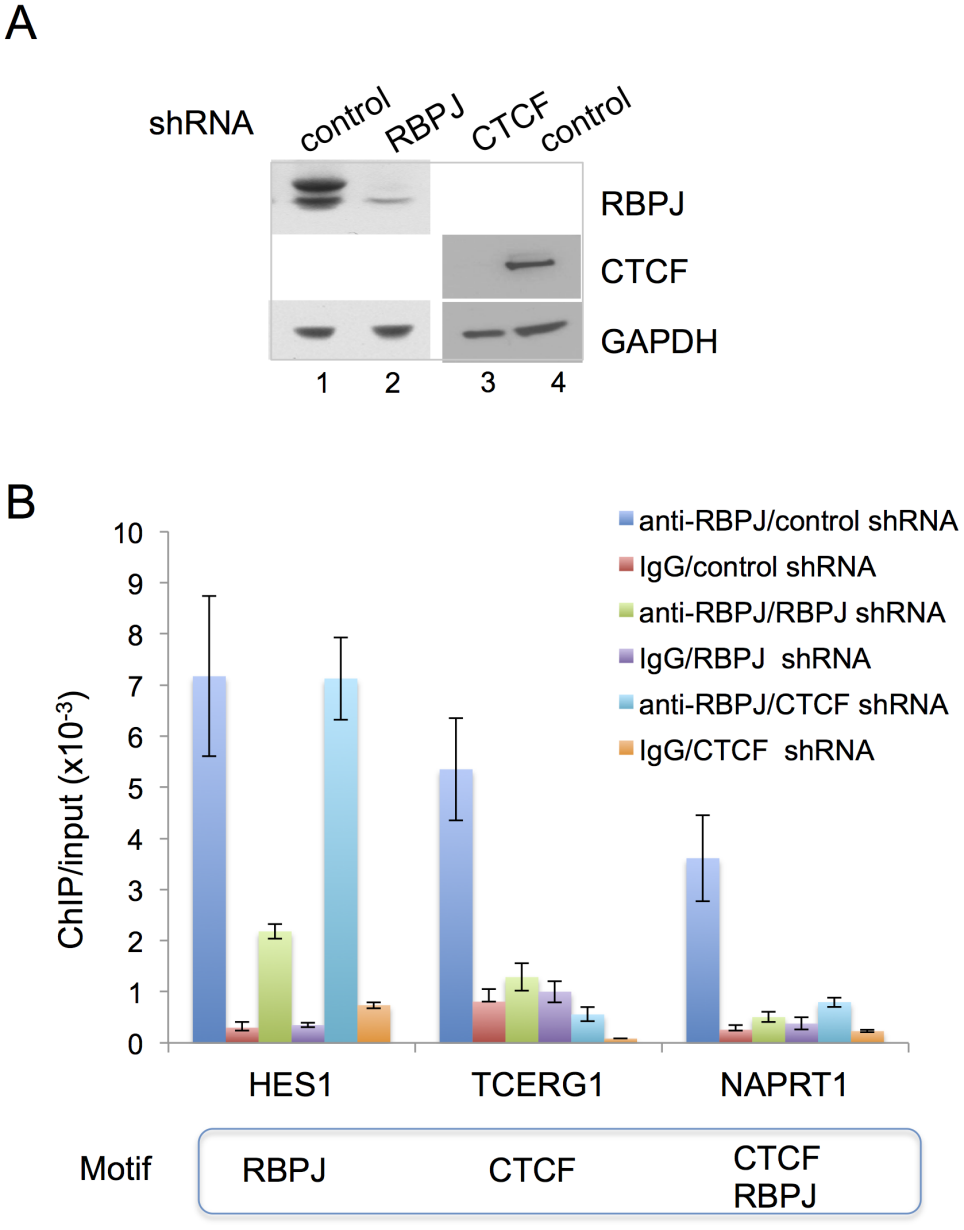
CTCF is required for the enrichment of RBPJ at the TCERG1 and NAPRT1 promoters. (A) Western blot analysis showing RNAi-mediated reduction of RBPJ or CTCF protein levels in F9 cells. F9 cells were infected with lentivirus expressing shRNA targeting RBPJ, CTCF or a control shRNA. Whole cell lysates were resolved in a NuPAGE 4–12% Bis-Tris gel (Invitrogen) and analyzed by western blot using anti-RBPJ or anti-CTCF antibodies. GAPDH was used as a loading control. (B) ChIP-qPCR analyses of F9 cells expressing RBPJ or CTCF shRNAs. F9 cells were infected with lentivirus expressing shRNA targeting CTCF, RBPJ or a control shRNA. ChIP-qPCR was used to examine RBPJ occupancy at three different loci: a region of the Hes1 promoter, which contains an RBPJ-binding motif, a region of the Tcerg1 promoter, which contains a CTCF-binding motif, and a region of the Naprt1 promoter, which contains both RBPJ- and CTCF-binding motifs (only the CTCF motif was positioned at the center of the amplicon). A region of the actin gene was used as a negative control. Primers used are described in Table S6. As expected, RBPJ RNA interference resulted in a significant decrease in signals from all three regions. CTCF RNA interference resulted in a decrease in RBPJ occupancy only at the Tcerg1 and Naprt1 regions, sites that contain CTCF-binding motifs.

Third, we used shRNA-mediated CTCF knockdown and anti-RBPJ ChIP-qPCR to determine if CTCF was required for the association of RBPJ with DNA containing a CTCF-binding motif. As shown in Figure 6A, we were able to substantially decrease CTCF protein levels in F9 cells using shRNA-mediated RNA interference. ChIP-qPCR analysis of cells treated with a control shRNA or shRNA targeting CTCF revealed that the association of RBPJ with a region of the Hes1 promoter that contains an RBPJ-binding motif at the peak center was largely unaffected by changes in CTCF protein levels (Figure 6B). On the other hand, we observed decreased association of RBPJ with regions of the Tcerg1 and Naprt1 promoters, which contain CTCF-binding motifs at the center of the sequencing peaks (Figures 3B and S7A).

Lastly, we performed anti-CTCF ChIP-qPCR to make certain that CTCF was, indeed, bound to the Tcerg1 and Naprt1 promoters. As shown in Figure S7B, CTCF was found to occupy the Tcerg1 and Naprt1 promoters in both asynchronous and mitotic cells. Taken together, the results described above support the hypothesis that the RBPJ protein associates with CTCF-binding motifs indirectly, through an interaction with the CTCF protein.

## Discussion

Transcription factors that are retained on mitotic chromatin have the potential to function as epigenetic marks, often referred to as bookmarks, to efficiently maintain transcription programs through cell division [9], [10]. These mitotic chromatin-associated transcription factors can play important roles in the rapid reactivation of transcription or the maintenance of transcriptional repression upon exit from mitosis. In this study, we demonstrated that RBPJ, the critical transcriptional effector of the Notch signaling pathway, is retained on mitotic chromatin [11], [12]. Moreover, we found that RBPJ directly binds to nucleosomal DNA *in vitro*. The association of RBPJ with mitotic chromatin is mediated through a direct interaction with DNA, including both nucleobase and phosphodiester contacts. Interestingly, genome-wide analysis revealed that sites of RBPJ occupancy were enriched in CTCF-binding motifs, in addition to RBPJ-binding motifs, in both interphase and mitotic cells. The association of RBPJ with CTCF-binding motifs is likely mediated through the CTCF protein, as we found that RBPJ interacts with CTCF (Figure 5C) and that a decrease in CTCF expression leads to decreased RBPJ occupancy at sites harboring CTCF-binding motifs (Figure 6B). From our results, we propose that RBPJ can function as a mitotic bookmark to maintain the fidelity of transcription programs, and thus cell identity, through cell division. Additionally, by collaborating with CTCF, RBPJ may participate in establishing chromatin domains and bridging long-range chromosome interactions that can persist through mitosis.

The “default” activity of RBPJ is often considered to be transcriptional repression, and multiple mechanisms have been proposed [14], [27]. A favored hypothesis is that transcriptional corepressors or adaptor proteins bridge interactions between RBPJ and complexes containing histone deacetylases (HDACs), which would lead to the removal of acetyl groups from histones to generate repressed chromatin states. A second mechanism involves the interaction between RBPJ and the histone demethylase KDM5A, which would lead to a decrease in histone H3 lysine 4 methylation and the establishment of repressed chromatin [28]. A third mechanism involves the cooperation of RBPJ and a polycomb repressive complex [29], which would lead to chromatin compaction at sites of RBPJ occupancy.

During transcriptional activation, the RBPJ-associated proteins that direct repression are exchanged for proteins that mediate transcriptional activation. The components of the core activation complex can vary, but it always contains RBPJ, a Mastermind-like protein (MAML) and the intracellular domain of a Notch receptor (NICD) [14], [27], [30]. NICD arises from the release of the intracellular domain of the Notch receptor from the cell surface upon receptor-ligand engagement [12], [15]. Although the actual mechanism that leads to transcriptional activation is still unclear, the recruitment of histone acetyl transferases, such as KAT2A, KAT2B and p300, by the core complex is an important component of the activation process [31]–[33].

We do not yet know if RBPJ functions in F9 cells solely as a transcriptional repressor, solely as a transcriptional activator or as both a repressor and activator. In the classic pathway, activation is achieved when a Notch receptor, expressed on the surface of one cell, engages with a ligand, expressed on the surface of an adjacent cell. Several Notch receptors and Notch ligands are expressed in F9 cells ([34], Lake and Fan unpublished observations) and, therefore, Notch signaling could conceivably be activated to some degree. Importantly, several Notch regulated genes were identified as sites of RBPJ occupancy in F9 cells (Figure S8). 

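Of the loci shown in Figure S8, Hes7, Timm13, Nmnat2 and Fbxl19 held an asynchronous peak, and neither list held a peak in the region shown for Heyl. At Hes7 (ENSMUSG00000023781.2, chromosome 11 of mm9), an asynchronous peak starting at 68932293 and a mitotic peak starting at 68932231 overlapped, with scores of 11.0 and 10.2 near the lowest of each list. The asynchronous peak contained the RBPJ motif TTCCCACA. At the Timm13 promoter (ENSMUSG00000020219.6, chromosome 10), the asynchronous peak from 80363610 to 80363782 (score 26.2) and the mitotic peak from 80363592 to 80363794 (score 25.5) contained TTCCCA but not TTCCCAC(A/G). An intron of Nmnat2 (ENSMUSG00000042751.8, chromosome 1) held an asynchronous peak from 154939131 to 154939303 (score 32.9) with the motif TTCCCACG at -7.5 bp from its center. The Fbxl19 promoter (ENSMUSG00000030811.7, chromosome 7) held an asynchronous peak from 134889497 to 134889669 (score 19.0), also with TTCCCACG, at 34.5 bp from its center. The mitotic list had no peak in the regions shown for Nmnat2 and Fbxl19.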

Future experiments aimed at determining the impact of mitosis-specific knockdown of RBPJ protein levels on the faithful propagation of transcription programs through cell division will reveal the function of RBPJ in the maintenance of transcription memory regulated by Notch signaling.

Our genome-wide studies in the murine embryonal carcinoma cell line F9 revealed that approximately 60% of the RBPJ occupancy sites in cycling cells are maintained on mitotic chromatin, and this accounts for approximately 80% of the total RBPJ occupancy sites observed in mitotic cells. The other 40% of RBPJ occupancy sites that are unique to interphase chromatin (Figure 3A) might represent a class of genes whose regulation is maintained in a more dynamic state, as had been observed in Drosophila cells [35]. These more dynamic interactions perhaps provide plasticity to RBPJ-mediated transcription regulation and, thus, cell-fate determination. The function, if any, of RBPJ occupancy at sites that are unique to mitotic cells, which represents approximately 20% of mitotic chromatin-RBPJ associations, waits to be determined.

Gene annotation revealed that RBPJ occupies both intergenic and genic regions in both mitotic and asynchronous F9 cells (Figure S6C), and that the relative distribution of occupancy between these classes of genetic elements does not substantially change through the cell cycle. Our results also revealed that most RBPJ occupancy sites lie in intergenic and intronic regions, and these results are similar to those obtained with the Epstein-Barr virus immortalized murine lymphoblastic cell line IB4 [36]. Interestingly, a study of RBPJ occupancy in the human T-lymphoblastic leukemia cell line CUTLL1, which has an activating Notch1 mutation, revealed that most RBPJ occupancy sites lay in promoter regions [37]. This difference in the genomic distribution of RBPJ occupancy sites may result from the aberrant Notch1 activation that occurs in CUTTL1 cells, or it may simply reflect the impact of cellular context on Notch/RBPJ-dependent processes [16].

To examine the variability of RBPJ occupancy between different cell lines, we have directly compared our data obtained with the embryonal carcinoma cell line F9, to the published data sets obtained with the murine TLL cell lines, T6E and G4A2 (Figure S9A) [37]. From the TLL study alone, only ∼15% of the RBPJ occupancy sites were common between the T6E and G4A2 cell lines. We found that ∼7% of the RBPJ occupancy sites in F9 cells are common to either of the TLL cell lines. Therefore, from these study comparisons, it can be seen that the bulk of RBPJ occupancy can vary widely between cell lines, and RBPJ is not exclusively restricted to sites containing an RBPJ-binding motif.

Examples of common RBPJ occupancy sites at five genomic loci in the three cell lines (F9, T6E and G4A2) are shown in Figure S9B. 

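In the regions of Figure S9B, the peak lists of F9 cells were examined, and the T6E and G4A2 data were not analysed here. Around Hes1, from 30055655 to 30076174 of chromosome 16 in mm9, there were 4 asynchronous and 2 mitotic peaks. The Timm44 promoter (ENSMUSG00000002949.8, chromosome 8) held an asynchronous peak from 4275884 to 4276056 (score 19.0, rank 287) and no mitotic peak. The region on chromosome 14 without a transcript held an asynchronous peak from 76552393 to 76552565 (score 28.7, rank 53), with the RBPJ motif TTCCCACA at -17.5 bp from its center, and no mitotic peak. The region of Gipc1 held 1 asynchronous and 1 mitotic peak, and these overlapped.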

Timm 44 is an example of a common interphase-specific RBPJ occupancy site and the others are examples of sites occupied by RBPJ in both interphase and mitosis. Additionally, it can be seen that RBPJ can occupy a region of the Tcerg1 and Gipc1 genes in both F9 and T6E cells, a region that contains only a CTCF-binding motif and not an RBPJ-binding motif. This latter observation supports the notion that RBPJ and CTCF might have an overlapping function.

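The peaks in the Gipc1 intron (ENSMUSG00000019433.8, chromosome 8 of mm9) ran from 86186300 to 86186472 in asynchronous cells (score 43.1, rank 5) and from 86186293 to 86186495 in mitotic cells (score 30.6, rank 16), with centers 8 bp apart. They contained no TTCCCAC(A/G), although the shorter TTCCCA lay at 3.5 bp from the asynchronous center. The closest match to the CTCF motif, CCAGCAGGTGGC at 86186396 to 86186407, had 3 mismatches and lay at 15.5 bp from the asynchronous and 7.5 bp from the mitotic center. The mismatches are counted against the single sequence searched for, CCACTAGGGGGC. The paper describes a CTCF motif in this region, so a search at up to 2 mismatches can leave out sites that the paper counts.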

As described above, evidence from our study and the studies of others reveals that RBPJ does not bind only to genomic regions that contain an RBPJ-binding motif. And, it is clear that RBPJ does not occupy all potential RBPJ-binding sites. The interaction of RBPJ with the Naprt1 promoter is particularly interesting, as this region contains both RBPJ- and CTCF-binding motifs. Our observation that CTCF knockdown decreases RBPJ occupancy at the Naprt1 locus indicates that the RBPJ-binding motif is not playing the prominent role at this region. Instead, it appears that RBPJ associates with the Naprt1 locus indirectly through an interaction with the CTCF protein. The importance of the CTCF-binding motif in directing RBPJ occupancy at the Tcerg1 promoter is further supported by the fact that the CTCF motif lies in the center of the sequencing peak (Figure S7A).

Similarly, it is not clear why RBPJ occupies only specific CTCF sites, given that there are over 50,000 sites that are occupied by CTCF in any given cell [38]. CTCF is often considered a multivalent protein, as it contains 11 zinc fingers. It is possible that the binding of CTCF through a particular combination of zinc-fingers may play a role in directing RBPJ-CTCF associations at specific loci, possibly through regulating the exposure of an interaction surface. Other possible mechanisms that might direct the association of RBPJ with specific CTCF-binding motifs could be post-translational modifications of RBPJ or CTCF, local chromatin structure at the binding sites, or long-range chromatin organization. Currently, the mechanisms that control RBPJ target-site selection are essentially unknown, but it is becoming increasingly apparent from genome-wide studies that, in addition to the underlying DNA sequence, other factors will likely play instrumental roles in stabilizing RBPJ-chromatin associations.

Although RBPJ occupancy within the vicinity of genes is likely to be important for transcription regulation, the role of RBPJ at intergenic regions is much more enigmatic. These intergenic regions may function as distal enhancer elements. Furthermore, given the interaction between RBPJ and CTCF that we observed (see below), it is possible that the association of RBPJ with intergenic regions may also play a role in organizing long-range chromatin structure. As expected from the known functions of Notch signaling, gene ontology indicates that RBPJ is likely to function in stem cell maintenance, development, cell differentiation, metabolism and the processing of non-coding RNAs.

Our *in vitro* nucleosome binding studies revealed that RBPJ preferentially binds close to the DNA entry/exit sites of a core nucleosome, as opposed to sites that lie at the DNA center. The observed preference of RBPJ binding might be due to the relatively weaker DNA-histone contacts in this region [39], [40], and thus DNA located at the nucleosome ends would be more readily exposed through “breathing” than nucleosomal DNA located near the dyad. However, it is also possible that the rotational phasing of an RBPJ-binding motif on the nucleosome surface might also play a role in determining the binding-site preference [41]. Importantly, the binding of RBPJ close to the entry/exit sites of a nucleosome could initiate the binding of other transcription co-activators or co-repressors to more internal sites upon mitotic exit through cooperative interactions [42]. Moreover, the binding of RBPJ to nucleosomes may be instrumental to the targeting of histone modifying or nucleosome remodeling enzymes to specific nucleosome for efficient transcriptional activation or repression. It is also formally possible that the preferential binding of RBPJ to the entry/exit sites of nucleosomes may help position nucleosomes around RBPJ occupancy sites. Additional *in vitro* and *in vivo* experiments are needed to test these hypotheses.

We do not yet know the cause of the shift in RBPJ occupancy sites that occurs in mitotic cells, but it is most likely related to mitotic chromatin condensation. Such shifting could be the consequence of nucleosome repositioning that might be needed to reorganize chromatin structure to permit chromatin compaction or to silence transcription. For instance, a shifting of H2AZ-conatining nucleosomes had been observed to occur during mitosis. In this case, H2AZ nucleosomes at the +1 position were observed to migrate to the transcription start site, and it was hypothesized that this shifting was important to occlude the start site from the transcriptional machinery to shut down transcription. Additionally, DNase I hypersensitive sites have been observed to shift position between interphase and mitotic chromatin [43]. Regardless of the underlying mechanism that causes the shifting of RBPJ occupancy during mitosis, by maintaining its chromatin association, RBPJ would be able to find its preferred occupancy sites more efficiently upon mitotic exit by sliding along DNA; such a mechanism would reduce the complexity of target-site search from three dimensions to one.

The interaction that we observed between RBPJ and CTCF was readily apparent when immobilized RBPJ was used to capture endogenous CTCF from an F9 cell lysate. When immobilized CTCF was used to capture endogenous RBPJ, the interaction was restricted to a low abundance RBPJ species. This observation suggests that the RBPJ-CTCF interaction may be enhanced through cell-type specific RBPJ isoform expression or post-translational modification. It is also possible that the RBPJ-CTCF interaction might be enhanced by the post-translational modification of CTCF, and if such a modification occurred at a low level, much of the exogenously expressed CTCF protein would be unmodified and, therefore, unable to support an interaction with RBPJ. Additionally, we cannot exclude the possibility that the interaction of RBPJ with CTCF leads to epitope occlusion, thus decreasing the efficiency of complex purification through immunoprecipitation of the CTCF protein.

Our findings that CTCF-binding motifs are enriched at sites of RBPJ occupancy on both interphase and mitotic chromatin, and that RBPJ and CTCF interact, raise the intriguing hypothesis that RBPJ and CTCF may coordinate their activities to regulate gene expression. The association between RBPJ and CTCF activities may be limited to specific cellular contexts, as CTCF-binding motifs were not enriched at sites of RBPJ occupancy in cells of the lymphoid lineage [36], [37]. Reciprocally, the non-RBPJ-binding motifs that were enriched in lymphoid cells were not enriched in F9 cells. It is possible that a functional relationship between RBPJ and CTCF is restricted to developmentally early cells, represented by the F9 embryonal carcinoma cell line, in which both CTCF and RBPJ play prominent roles. Taken together, these observations raise the intriguing possibility that by interacting with different transcription factors in different cellular contexts, the activities of RBPJ, and hence Notch signaling, could be greatly diversified through differential chromatin targeting.

Like RBPJ, CTCF is retained on mitotic chromatin [44], and long-range chromatin interactions mediated by CTCF appear to be maintained in mitosis [6]. Given that the association of RBPJ with CTCF-binding motifs is likely to be mediated by the CTCF protein, we propose that RBPJ can collaborate with CTCF to bridge long-range chromatin interactions that can be propagated through cell division to regulate gene expression and maintain cell identity. Future studies using chromosome conformation capture techniques [45] will be critical to determine the functions of the RBPJ-CTCF interaction in chromatin structure regulation and gene expression during both interphase and mitosis.

## Materials and Methods

### Construct generation, protein purification and antibody production

Constructs encoding GFP-, GST- and Flag-tagged mouse RBPJ were generated by PCR amplification and cloned into pLenti-PGK [46] or pMSCV (Clontech) for expression in mammalian cells, and in pFastBac1 for expression insect cells. The cDNA encoding the mouse RBPJ isoform 2 (NP_001074396.1) was obtained from Thermo Scientific. For protein expression in SF9 cells, Flag-tagged RBPJ was purified using M2-affinity chromatography [47]. RBPJ mutations were generated with the QuikChange Site-Directed Mutagenesis Kit (Agilent).

For generating anti-mRBPJ antibodies, GST-mRBPJ was expressed in SF9 cells and purified using glutathione sepharose chromatography. The rabbit anti-RBPJ polyclonal antibody was generated by Cocalico Biologicals, Inc. Characterization of the anti-RBPJ antibody is shown in Figure S4.

### Live F9 cell imaging

F9 cells were transiently transfected with eGFP-RBPJ or its derivatives using lipofactamine 2000 (Invitrogen). Twenty hours post-transfection, mitotic cells were enriched by mitotic cell shake-off. Live cells were counterstained with Hoechst 33342 (Invitrogen) and images were collected using a Leica DM6000B microscope, equipped with DAPI ET, k (material number 11504203) and L5 ET, k (material number 11504166) filter cubes. Hoechst 33342 was imaged using BP 404/20 and BP 457/20 excitation and suppression filters, respectively. eGFP was imaged using BP 480/40 and BP 527/30 excitation and suppression filters, respectively.

To quantify the fraction of RBPJ and its derivatives associated with mitotic chromatin, the eGFP intensity was measured using Image J software [48]. eGFP signals associated with mitotic chromatin were identified by their overlap with Hoechst 33342. For each cell, signal intensities were measured from five different regions on mitotic chromatin, in the nucleocytoplasm, and outside the cell (background). Average intensities for each region were calculated, and average eGFP intensities for mitotic chromatin and the nucleocytoplasm were adjusted by subtracting average background intensity. The ratio of mitotic chromatin-associated eGFP intensity versus nucleocytoplasm-associated eGFP intensity was then determined.

### Nucleosome assembly

Three 147 bp DNA fragments containing two 20-bp GT phasing sequences, located at position 1–40 (Figure 2A) [49], were assembled into mononucleosomes with HeLa cell histones, using step-gradient salt dialysis [50]. The RBPJ-end and RBPJ-dyad DNA fragments contain the RBPJ-binding motif (TTCCCACA) at positions 127–134 (entry/exit) and 57–64 (dyad), respectively. The RBPJ-minus fragment contains no RBPJ-binding motif. DNA fragments used for assembly were generated by PCR and body-labeled with [^32^P] α-dATP.

### Electrophoretic mobility shift assays (EMSA)

Proteins were mixed with DNA or mononucleosomes at the indicated concentrations. Binding reactions were carried out in 12 mM Hepes (pH 7.9), 10 mM Tris⋅HCl (pH 7.5), 60 mM KCl, 8% glycerol, 4 mM MgCl_2_, and 0.02% NP40 at 30°C. Reactions were loaded directly onto a 5% polyacrylamide gel-0.5× TBE. Competitor DNA was used as noted in the Figures.

For gel shifts described in Figure 5B, 16 bp DNA fragments were generated by annealing two complementary DNA oligonucleotides. The annealed DNA fragments were labeled with ^32^P using T4 polynucleotide kinase. The sequence of the DNA fragments containing the RBPJ and CTCF motif were CACTGGGAACCTACCC and GGCCACTAGGGGGCGC, respectively.

### Cell culture and cell synchronization

F9 cells were cultured in DMEM medium supplemented with 10% FBS. To enrich for mitotic cells, F9 cells were treated with 1 µg/ml nocodazole (Sigma) for 4 hours. Mitotic cells were collected by gently washing the loosely adherent mitotic cells off the culture dishes with PBS. After fixation, cells were stained with DAPI to determine the fraction of mitotic cells. In general, for the chromatin immunoprecipitation experiments, the mitotic index was greater than 98% (see Figure S5).

### shRNA knockdown

Mission non-targeting shRNA controls (SHC002), shRNA targeting RBPJ (TRCN0000097288, Sigma) or shRNA targeting CTCF (kindly provided by Marisa Bartolomei, U. Penn) were co-transfected with third generation lentivirus packaging plasmids into 293T cells. The culture medium was changed 24 hours post-transfection, and virus was collected 24 hours later. Infected F9 cells were harvested 48 to 60 hours post-infection.

### Co-IP, ChIP and real-time PCR experiments

pCDNA3 constructs expressing Flag-tagged CTCF or Flag-tagged RBPJ were transfected into 293T cells. Forty-eight hours post transfection cells were lysed in PBS/0.05% Triton X-100/protease inhibitors and sonicated. After clarification of the soluble fraction by centrifugation, lysates were incubated overnight with anti-Flag (M2) agarose (Sigma) at 4°C. The beads were then washed four times with PBS/0.05% Triton X-100 and immobilized Flag-tagged CTCF or Flag-tagged RBPJ were mixed with F9 cell lysates, prepared as described above, and incubated overnight. After four washes, protein complexes were eluted with Laemmli buffer and resolved on a 7% Tris-acetate gel (Invitrogen). Western blots were probed with a rabbit anti-CTCF antibody (Millipore Cat#07-729) or the rabbit anti-RBPJ antibody. 293T cells were used as an expression system for the Flag-tagged proteins, as F9 cells transfect with a much lower relative efficiency.

Chromatin immunoprecipitations were carried out as previously described [47]. In brief, chromatin was sonicated to achieve a DNA fragment length of ∼200–500 bps. Chromatin equivalent to 70 µg of DNA was incubated with 100 µg of rabbit IgG (Sigma) or 10 µl of rabbit anti-RBPJ antibody (which we estimated to contain ∼100 µg total IgG). ChIPed DNA was analyzed by real-time PCR using a Bio-Rad MyiQ system and SYBR green. Primers were as described in Table S6.

### ChIP-Seq and data analysis

10 ng of ChIPed DNA was used to prepare libraries for deep sequencing, using the multiplexed ChIP-Seq sample preparation protocol described on the website of the Next-Generation Sequencing Core, Perelman School of Medicine, University of Pennsylvania (http://ngsc.med.upenn.edu/). The Next-Generation Sequencing Core at University of Pennsylvania performed DNA sequencing. For each cell population (asynchronous and mitotic), two ChIP-seq replicates and one input control were analyzed: there were a total of six sequencing data sets. Raw and processed files (GSE45889) have been deposited at the Gene Expression Omnibus (GEO) repository (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=lxchbcosuiwwsvw&acc=GSE45889).

ChIP-seq reads were mapped to the mouse genome (mm9) using bowtie with options “--best -v 2 --strata –m 1” to obtain unique alignments with up to two mismatches [22]. We obtained ∼35 million mapped reads for the anti-RBPJ ChIP samples. Peak calling was carried out using HOMER (Hypergeometric Optimization of Motif EnRichment) with a default option (FDR = 0.001 and Poisson p-value cutoff = 0.0001) on ChIPed samples against the matching input samples, and then a 1 RPM cutoff was applied [23].

To identify RBPJ binding sites specific to asynchronous or mitotic cells, we used mitotic data or asynchronous data as background, respectively, and we used the “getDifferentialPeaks –size 200” command of HOMER. A specific peak was defined as having an enrichment within a 200 bp region of more than 4-fold between two cell populations and a Poisson enrichment p-value<0.0001. The remaining peaks were defined as common.

To generate the histogram in Figure 4D, we calculated the distance of all asynchronous peaks to their closest mitotic peak. We counted the number of peaks every 50 bps.

RBPJ occupancy sites were annotated with the following priority: (1) promoter (from −1 kb to +100 bp around the transcription start site), (2) TTS (from −100 bp to +1 kb around the transcription termination site), (3) Exon, (4) Intron, (5) dTSS (distal promoter, from −10 kb to +1 kb around TSS) and (6) Intergenic (all RBPJ occupancy sites that did not fall into categories 1–5) (Figure S6 and Tables S2, S3) [23].

## Supporting Information

Figure S1 Quantification of signal intensities from mitotic chromatin bound versus unbound RBPJ and RBPJ derivatives shown in Figure 1. Dots represent ratios from individual cells (bound/unbound). Horizontal bars represent mean values for each data set. Mean values plus SEM are as follows: 3.6+/−0.2 (RBPJ), 1.6+/−0.04 (K153A, S182A), 1.3+/−0.04 (R179A, R181A), and 1.1+/−0.03 (R52A, K153A, S182A).
(TIFF) Click here for additional data file.

Figure S2 RBPJ preferentially binds to DNA containing an RBPJ-binding motif. (A) Two naked DNA fragments of 147 bp were used in the gel-shift assays: one contains an RBPJ-binding motif at position 127–134 and the other does not contain an RBPJ-binding motif. (B) Flow chart of experimental scheme. (C) Reactions were resolved in a 5% native polyacrylamide gel. The 147 bp DNA fragment that does not contain the RBPJ-binding motif was used as unlabeled DNA competitor.
(TIFF) Click here for additional data file.

Figure S3 Titration of RBPJ for nucleosome binding assays. Two core mononucleosomes were used in the binding assays: RBPJ-end contains an RBPJ-binding motif at positions 127–134, which lies close to the entry/exit sites of the nucleosomal DNA, and RBPJ-minus nucleosomes, which do not contain an RBPJ-binding motif. Varying amounts of RBPJ were used in the binding assays as indicated.
(TIFF) Click here for additional data file.

Figure S4 Characterization of the rabbit anti-RBPJ antibody. (A) Anti-RBPJ antibody specificity as revealed by western blot analysis. F9 cells treated with shRNA targeting RBPJ (+) or a non-specific shRNA (−) for 60 hours. Lysates were resolved in a NuPAGE 4–12% Bis-Tris gel, and western blots were probed with the anti-RBPJ and an anti-GAPDH antibody. (B) Western blot analysis showing RBPJ immunoprecipitation from crosslinked cells. 293T cells expressing Flag-RBPJ were cross-linked with 1% formaldehyde, and after sonication lysates were subjected to immunoprecipitation with the rabbit anti-RBPJ antibody or control rabbit IgG. The input to IP ratio loaded on the gel was 1∶4. The western blot was probed with a mouse anti-Flag antibody (M2).
(TIFF) Click here for additional data file.

Figure S5 Purity of mitotic cell preparations as revealed by immunofluorescence microscopy. Nocodazole arrested F9 cells were immunostained with antibodies against serine 10 phosphorylated histone H3 (green) and elongating RNA polymerase II (red). DNA was counterstained with DAPI. The field shown contains about 85 mitotic cells and no interphase cells, indicating that this mitotic cell preparation was greater than 98% pure.
(TIFF) Click here for additional data file.

Figure S6 Pie charts illustrating the genomic distribution of RBPJ occupancy, as determined by gene annotation. (A) Distribution of total RBPJ occupancy on chromatin of asynchronous cells. (B) Distribution of total RBPJ occupancy on mitotic chromatin. (C) Distribution of RBPJ occupancy common to asynchronous and mitotic cells. (D) Distribution of RBPJ occupancy unique to asynchronous cells. (E) Distribution of RBPJ occupancy unique to mitotic cells.
(TIFF) Click here for additional data file.

Figure S7 Association of the CTCF protein with the Naprt1 and Tcerg1 promoters, as revealed by ChIP-qPCR. (A) Naprt1 contains both CTCF- and RBPJ-binding motifs (shown in red and blue, respectively), with the CTCF-binding motif positioned at the center of the RBPJ ChIP sequencing peak. (B) Anti-CTCF ChIP-qPCR demonstrating that CTCF binds to the Naprt1 and Tcerg1 promoters, but not to Hes1 or actin, in both asynchronous and mitotic F9 cells.
(TIFF) Click here for additional data file.

Figure S8 RBPJ binds to Notch responsive genes in asynchronous and mitotic F9 cells. Screen shots from the UCSC Genome Browser revealing RBPJ occupancy at Notch responsive genes. The position of the RBPJ-binding motif within each peak is indicated with an asterisk. The transcription factors Hes7 (A) and HeyL (B) are representative Notch-target genes of the Hes and Hey families. Timm13 (C), Nmnat2 (D) and Fbxl19 (E) are from Castel and Mourikis et al. [51]. Coordinates of the regions shown are (A) chr11: 68,930,148-68,935,117, (B) chr4:122,908,000-122,912,999, (C) chr10:80,359,119-80,366,062, (D) chr1:154,936,858-154,940,532, and (E) chr7:134,889,218-134,893,011.
(TIFF) Click here for additional data file.

Figure S9 Comparisons of RBPJ ChIP-seq results obtained from F9 cells to those of the TLL cell lines, T6E and G4A2. (A) Venn diagram illustrating the overlap of RBPJ occupancy sites in F9 cells (this study) and in T6E and G4A2 cells [37]. (B) Screen shots taken from the UCSF Genome Browser showing side-by-side comparison of RBPJ occupancy at five regions. Also included are duplicates from asynchronous and mitotic F9 cells as well as input controls. The RBPJ- and CTCF-binding motifs are marked with black and pink squares, respectively. The coordinates of these five loci from left to right are (1) chr16:30,055,655-30,076,174, (2) chr14:76,549,884-76,555,073, (3) chr8:86,183,791-86,188,980, (4) chr8:4,273,375-4,278,564 and (5) chr18:42,668,310-42,675,184. Region 1, 4 and 5 contain the promoters of Hes1, Timm44 and Tcerg1, respectively. No transcript is found associated with region 2, and the peaks shown in region 3 lay in an intron of Gipc1.
(TIFF) Click here for additional data file.

Table S1 GO analysis of RBPJ binding peaks common to asynchronous and mitotic F9 cells.
(XLSX) Click here for additional data file.

Table S2 Annotation of RBPJ binding peaks in asynchronous F9 cells.
(XLSX) Click here for additional data file.

Table S3 Annotation of RBPJ binding peaks in mitotic F9 cells.
(XLSX) Click here for additional data file.

Table S4 GO analysis of RBPJ binding peaks in asynchronous F9 cells. (A) All RBPJ peaks. (B) RBPJ peaks containing the RBPJ binding motif. (C) RBPJ peaks containing the CTCF binding motif. (D) RBPJ peaks containing RBPJ and CTCF binding motifs.
(XLSX) Click here for additional data file.

Table S5 GO analysis of RBPJ binding peaks in mitotic F9 cells. (A) All RBPJ peaks. (B) RBPJ peaks containing RBPJ and CTCF binding motifs. (C) RBPJ peaks containing the CTCF binding motif. (D) RBPJ peaks containing the RBPJ binding motif.
(XLSX) Click here for additional data file.

Table S6 Primers used in real-time PCR.

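The primers of Table S6 amplify short segments of the loci examined by ChIP-qPCR, and their positions relative to the sequenced peaks set which part of a peak each pair reads out. The ChIP-qPCR measurements were not analysed here. In mm9, the Hes1 amplicon covers 30065321 to 30065401 of chromosome 16, and its middle lies at -62 bp from the asynchronous peak center, with the RBPJ motif at -13.5 bp from the middle. The Naprt1 amplicon covers 75724927 to 75725072 of chromosome 15, and the CTCF motif lies 68 bp and the RBPJ motif 98 bp from its middle. At the chrX locus, the middle of the blue amplicon lies at -5.5 bp from the asynchronous and at -90.5 bp from the mitotic center, and that of the green amplicon at 95.5 and 10.5 bp. The gray amplicon overlaps the edge of the asynchronous peak but not the mitotic peak. At the chr4 locus, the blue amplicon overlaps both peaks, and the green amplicon overlaps only the mitotic peak. At the chr2 locus, the middle of the green amplicon lies 10.5 bp from the asynchronous and 76.5 bp from the mitotic center, and that of the blue amplicon at -83 and -17 bp. The actin primers had no exact match as a pair on chromosome 5, which carries Actb, and were not placed on the genome here. This argues against Actb as the paper's actin region, without excluding it, since a primer with a mismatch would have been missed.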

(DOCX) Click here for additional data file.

# Supplementary material for: RBPJ, the Major Transcriptional Effector of Notch Signaling, Remains Associated with Chromatin throughout Mitosis, Suggesting a Role in Mitotic Bookmarking
**Source:** PLoS Genet. 2014 Mar 6;10(3):e1004204. doi: 10.1371/journal.pgen.1004204
**Supplement:** Table S6 — Primers used in real-time PCR.

**Table S6:Primers used in real-time PCR**

| Primer | Sequence (5’ to 3’) |
| --- | --- |
| Hes1_Fw | TCCTCCCATTGGCTGAAAGTT |
| Hes1_Rv | ATATCTGGGACTGCACGCGAAC |
| Naprt1_Fw | GCACCAAAGGCAAAACAACT |
| Naprt1_Rv | CTCTAGGGGGCTCTCAGCTT |
| Tcerg1_Fw | GGAACTTGGGAGGACCTAGC |
| Tcerg1_Rv | AGTTGATTGGCCGCTTAGAG |
| Actin _Fw | GACCAGGCCGTATATGGAGA |
| Actin _Rv | AGCAGTCTGCAAAGCAGTGA |
| chr2_green_F | CCCAAACAGCTGGCCTACTA |
| chr2_green_R | TAGAGAGCGCGATTCGTCTT |
| chr2_blue_F | GCTGGGCTTCAGTTATTTGG |
| chr2_blue_R | GCGGCTTGTATTCTGGTACTG |
| chr4_blue_F | CAGGGAACCTTTGTCATTCAA |
| chr4_blue_R | CTCTGGAGGCAAAGGAGAAA |
| chr4_green_F | CAGTTCTCCCCACCTCTCTC |
| chr4_green_R | GATTAGTTCGGGTCCCCTGT |
| chrX_gray-F | GAGGAAGTGGAGCCGATG |
| chrX_gray-R | CCGTATGCCTGGATGATTTA |
| chrX_blue-F | TGTGCTGAGCTCCCTACAGA |
| chrX_blue-R | GCCGCAACGGAAGTTTATAG |
| chrX_green-F | GCCTCTCTCTTTCCGAGCTG |
| chrX_green-R | TGTACACGCTGGGTACAAGG |

How the deposited data were processed for this re-analysis (not part of the article)

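The peak lists of the anti-RBPJ ChIP-seq experiment in F9 cells were examined, one from asynchronous cells and one from cells arrested in mitosis with nocodazole. Each list came from the first immunoprecipitation of its population. The second immunoprecipitations, the inputs and the aligned reads were not used here, and neither were the ChIP-qPCR, gel-shift and expression measurements or the gene ontology terms of the paper. Each entry of a list gives the position of a peak in mm9 and a peak score. The authors made the score values as deposited by aligning reads uniquely with bowtie, by calling peaks with HOMER against the matching input at a false discovery rate of 0.001 and a Poisson p of 0.0001, and by keeping peaks above 1 RPM. The score is the authors' own measure of each peak, and it was used to describe, rank or filter peaks within one list and never to compare the height of a peak between lists, apart from 1 calculation of the overlap to be met at equal occupancy, which states that assumption. Where a list was split by score, ties in score were ranked by chromosome name and position.

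The lists were read with pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15, sequences were taken from the mm9 genome with pysam 0.24.0, tests were computed with scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The center of a peak was the middle of its interval. Peaks of the lists were paired when they overlapped by at least 1 bp, which for their widths means centers at most 187 bp apart. The overlap to be met by chance was taken from 10000 rotations, in which all mitotic peaks of a chromosome were shifted along it by the same random distance, and 1000 such rotations served for the histogram of distances. Permutation tests used 100000 permutations, and bootstrap intervals 10000 resamples of pairs. Shares have exact Clopper-Pearson 95% intervals, and odds ratios have Woolf 95% intervals and a two-sided Fisher's exact test. The 8 motif comparisons were adjusted together by the Benjamini-Hochberg method. The precision of every share is set by the number of peaks, and the intervals leave out variation between cultures, since a single list per population was examined.

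Motifs were counted as present or absent on either strand. The flanking windows had the width of the peak and were centered 2 kb to its left and right. For the genomic classes, a promoter reached from 1 kb upstream to 100 bp downstream of a transcript start, the region of a termination site from 100 bp upstream to 1 kb downstream of a transcript end, and a distal promoter from 10 kb upstream to 1 kb downstream of a start. The order of priority was the paper's. The mouse annotation was GENCODE for NCBIM37, the same build as mm9. Of Tables S2 and S3, 1797 asynchronous entries (34.5% of the list) and 1792 mitotic entries (55.5%) were held, all with the same score as in the lists. They were used only to name genes at single peaks and to read the class of repeats, and no overlap or enrichment was computed on them.

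The genes and regions named were every locus that the paper's text and legends name for these experiments, apart from 1 that is not reported here, the 5 highest scoring peaks of each list, and the 5 highest scoring peaks of each list with no peak center of the other list within 1 kb. The primers of Table S6 were placed on mm9 by exact matches of both primers, less than 1 kb apart, on the chromosome of each locus. The search for pairs of peaks, the motif search and the assignment of classes were tested on simulated data, in which 200 of 200 planted overlapping pairs, 200 of 200 planted RBPJ motifs, 200 of 200 planted CTCF motifs with 2 mismatches and 14 of 14 positions were found as made. Alternatives were tried for the overlap that counts as shared, the score minimum, the sex chromosomes, the motif sequences and mismatches, the window searched for motifs, the promoter definition and the annotation by center or by any overlap.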

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

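The chromosomes compared here were chosen only after the density of mitotic peaks per chromosome had been seen, and the paper does not report that density.

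Mitotic peaks were unevenly spread over the genome, a signal outside the peaks that the paper discusses. Chromosomes 6, 8 and 12, which make up 15.3% of the genome, held 1138 or 35.3% of the mitotic peaks, at 2.83 peaks per Mb against 0.934 on the other chromosomes. In asynchronous cells the same chromosomes held 1105 or 21.2% of the peaks, at 2.75 per Mb against 1.83. Taken singly, chromosome 8 had the highest density in both lists, at 3.93 asynchronous and 4.00 mitotic peaks per Mb. Chromosomes 6 and 12 had 1.97 and 2.61 mitotic peaks per Mb, where chromosome 11 had 1.95 and chromosomes 4, 17 and 19 had 1.61, 1.62 and 1.65, so that chromosome 6 alone was not set apart. With 2.11 and 2.23 asynchronous peaks per Mb, chromosomes 6 and 12 lay below chromosomes 4, 7, 11, 17 and 19, at 2.46 to 3.42. Among mitotic peaks, 6.41% on these chromosomes and 10.7% on the others contained an RBPJ or a CTCF motif, an odds ratio of 0.574 (two-sided Fisher's exact test, p = 5.42e-05). This lower share is what extra copies of these chromosomes, with a higher background of reads, would give, so that extra copies are a candidate explanation of the density. The asynchronous densities on chromosomes 6 and 12 argue against it as an explanation for all 3 chromosomes, without excluding it, since density also differs among the other chromosomes. Peaks at the lowest score of the list made up 36.3% of the mitotic peaks on the 3 chromosomes and 46.1% on the others, so the added peaks were not gathered at the threshold. Among asynchronous peaks, the motif share hardly differed, at 18.3% and 19.8% (odds ratio 0.907, two-sided Fisher's exact test, p = 0.284), and the share overlapping a mitotic peak was higher on these chromosomes, at 10.3% against 7.05% (odds ratio 1.52, two-sided Fisher's exact test, p = 0.000470). The overlap of mitotic peaks with asynchronous peaks was lower there, at 10.0% against 13.8% (odds ratio 0.693, two-sided Fisher's exact test, p = 0.00178). The authors called peaks against an input from the same population, and whether that step removes the effect of copy number was not tested. A binding of RBPJ in mitosis that favors these chromosomes stays open and was not tested, and the copy number of chromosomes in F9 cells was not measured here.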

How the results depend on the processing

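The tests with the reversed consensus, with motifs within 100 bp of a center, with local moves of mitotic peaks, and with other motifs or promoters for the promoter share were chosen only after the results were seen. So were the comparison of chromosomes flagged above and the later choices stated under the differences from the paper and the other observations. The remaining alternatives, comparisons and tests, and the rule for the named genes, were set before the data were examined. No paired analysis was possible because the groups share fewer than 2 replicate numbers among the peak lists examined, which come from replicate 1 of each population. Leaving out each replicate in turn was not possible for the same reason.

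Of the 55 values under the alternatives set beforehand, 43 kept their direction and their side of the threshold or stayed within the error of the value at the claim, and 0 reversed. The later alternatives are described singly, as they include a control. The overlap with the other list exceeded that of rotated or locally moved peaks under every alternative run (one-sided permutation test, p = 0.0001, the smallest that can be given). The odds ratio for overlap by score stayed between 2.37 and 4.71, the median distance between centers between 40.5 and 48 bp, and the odds ratio for promoters between 1.90 and 2.08.

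The share of asynchronous and of mitotic peaks counted as shared moved with the definition. It was 6.11% and 9.85% with an overlap of at least 50% of the shorter peak, 6.09% and 9.82% with centers within 100 bp, and 10.8% and 16.8% with centers within 1 kb, as a narrower or wider distance counts fewer or more pairs by construction. With only the peaks at or above the median score compared with all peaks of the other list, the shares were 10.4% and 16.2%. With both lists restricted in this way, 236 asynchronous peaks had a mitotic center within 250 bp, from fewer peaks by construction.

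With TTTCCCA(C/G) as the motif, the odds ratio of an RBPJ motif in shared against asynchronous-only peaks was 1.30 and no longer past the threshold (two-sided Fisher's exact test, p = 0.102, with p between 0.00998 and 0.102 over its alternatives). With up to 1 mismatch, that of a CTCF motif was 1.65 and no longer past it (two-sided Fisher's exact test, p = 0.0606, with p between 0.000292 and 0.0606), and the number of shared peaks with the motif fell to 18. With TTCCCA, the difference in the distance from the motif to the centers of shared pairs rose to 16.8 bp and passed the threshold. For these changes the cause was not tested. With motifs within 100 bp of either center, the difference was 16.1 bp and also passed it (two-sided permutation test, p = 0.0388), from 59 pairs in place of 58. The odds ratio for promoters among peaks with an RBPJ motif became 1.75 with TTCCCA and passed the threshold, where more peaks contain the motif by construction. With the promoter from 2 kb upstream to 500 bp downstream it was 1.03 (two-sided Fisher's exact test, p = 1, with p between 9.40e-07 and 1 over its alternatives), and with annotation by any overlap 1.65. Local moves of the mitotic peaks left the shares as they were, since they change only the overlap to be met by chance.

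The reversed consensus holds the same bases in the opposite order, so that it is a control for base composition and not another form of the motif. In mitotic peaks, the odds ratio of the reversed RBPJ motif against flanking windows was 0.889 (two-sided Fisher's exact test, p = 0.537), and in mitotic-only peaks 0.899 (p = 0.642 by Fisher's exact test), both opposite in direction to the motif itself. The reversed CTCF motif gave 1.58 (p = 0.0642 by Fisher's exact test) and 1.44 (p = 0.153 by Fisher's exact test), no longer past the threshold. For these changes the cause was not tested, and no test compared this control between the lists.

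The mitotic list had the lower estimated depth. Its weakest peaks held 14 reads if the score is reads per 10 M, against 24 in asynchronous cells, and 2566 of its peaks scored within 20% of the lowest score. An asynchronous peak without a mitotic peak therefore shows that no peak was called, and not that RBPJ was absent.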

Differences from the paper's values

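The distal promoter class counted as intergenic, and the alternatives for the promoter share among peaks with a motif, were chosen after seeing the values, and all other alternatives named here were set before the data were examined.

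The lists gave 4803 asynchronous-only peaks against the paper's 1851 asynchronous-specific peaks, 2824 mitotic-only peaks against the paper's 545, and 403 shared peaks against the paper's 2736 common peaks. The paper's specific peaks rest on a fold difference in reads and a Poisson p, which were not computed here. Its common peaks are all that remain, with no stated requirement that peaks of the lists overlap. The paper's categories also do not add up to the 5206 asynchronous and 3227 mitotic peaks of the lists, so they may not count the same peaks. The paper analyzed 2 immunoprecipitations of each population and does not state how both enter its counts. The categories here and in the paper are therefore defined differently, and a gap between them need not be a conflict. With only peaks at or above the median score, there were 2582 asynchronous-only peaks when both lists were restricted and 2515 when the mitotic list was not, both within 1.5 times the paper's number. This restriction lowers the number by construction. Of the asynchronous peaks kept, 92.0% and 89.6% still had no mitotic peak. None of the alternatives set before the data were examined closed the gap for the mitotic-specific or the common peaks. In percent, 92.3% of asynchronous peaks had no mitotic peak against the paper's 40%, and 7.74% had one against the paper's 60%. Of the mitotic peaks, 87.5% had no asynchronous peak against the paper's 20%, and 12.5% had one against the paper's 80%. None of these alternatives closed the gap for any of these percentages.

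The paper identified motifs with HOMER, whereas fixed sequences were searched for here. The motif shares are therefore unlike measures, and a gap between them need not be a conflict. The RBPJ fragment of the paper's gel shifts, for example, contains TTCCCA but not TTCCCAC(A/G). An RBPJ motif was found in 8.77% of asynchronous-only peaks against the paper's 21%. None of the alternatives set before the data were examined closed the gap, and TTCCCA overshot the paper's value, at 35.4%. An RBPJ or a CTCF motif was found in 18.9% against the paper's 32%. This share was 42.8% with TTCCCA and 36.1% with up to 3 mismatches in the CTCF motif, both within 1.5 times the paper's value. Looser motifs are found more often by construction. TTCCCA was in 16.9% and a CTCF motif with up to 3 mismatches in 11.2% of the windows flanking asynchronous peaks. Both motifs were found in 0.604% against the paper's 2%, and in 2.25% with up to 3 mismatches. In mitotic-only peaks, an RBPJ motif was found in 2.41% against the paper's 5%, and in 4.18% with TTTCCCA(C/G). A CTCF motif was found in 4.64% of them against the paper's 2%, with no alternative that closed the gap. Both motifs were found in 0.0354% against the paper's 0.4%, and in 0.425% with up to 3 mismatches. In the mitotic coordinates of shared peaks, a CTCF motif was found in 15.9% against the paper's 8.4%, and none of the alternatives closed the gap. Here too they lay on both sides, at 4.22% with up to 1 mismatch and 38.5% with up to 3.

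Among mitotic-only peaks with an RBPJ motif, 16.2% were at promoters against the paper's 3.6%. No alternative for this share was set before the data were examined, and those chosen after seeing the values, at 17.2%, 30.9% and 17.6%, did not close the gap. The highest share of promoters among the 3 categories was 43.2% against the paper's 27%, and the share of exons among shared peaks was 3.72% against the paper's 6%, with no alternative that closed either gap. The lowest and the highest share of intergenic peaks were 18.6% and 27.9% against the paper's 35% and 45%. None of the alternatives set before the data were examined closed these gaps. With distal promoters counted as intergenic, a choice made after seeing the values, the shares were 27.0% and 36.0%, within 1.5 times the paper's values. The annotation in the paper's Tables S2 and S3 names RefSeq transcripts, whereas GENCODE transcripts were used here. No alternative exchanged the transcripts, so the part of this difference in the promoter, exon and intergenic gaps was not tested.

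Within 250 bp of a mitotic peak there were 425 asynchronous peaks, where the paper's value is about 3200 in Fig. 4D, read by eye, and none of the alternatives set before the data were examined closed the gap.

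Several statements about single genes and directions also differed. The region on chromosome 14 in Figure S9, which the paper gives as occupied in interphase and mitosis, held an asynchronous peak (76552393 to 76552565) and no mitotic peak. Of the genes in Figure S8, Heyl had no peak in either list, and Nmnat2 and Fbxl19 had an asynchronous but no mitotic peak. The legend describes binding in both populations for these genes as a set, and does not state a mitotic peak for each gene. The paper finds no enriched motif in mitotic-specific peaks, whereas the RBPJ and CTCF motifs searched for here exceeded the flanking windows in mitotic-only peaks, with odds ratios of 1.44 and 3.82. The paper describes the genomic classes as similar between the categories, whereas promoters made up 43.2% of shared, 30.3% of asynchronous-only and 17.1% of mitotic-only peaks. At Hes1, where the paper places the RBPJ motif at the center of the peak, it lay at -75.5 bp from the asynchronous and -52.5 bp from the mitotic center of the shared pair. An asynchronous peak from 30066387 to 30066559 (score 15.2), with no overlapping mitotic peak, had the motif TTCCCACG at -6.5 bp from its center. At Naprt1, where the paper places the CTCF motif at the middle of the amplicon, that motif lay 68 bp and the RBPJ motif 98 bp from that middle. At the chr4 locus, where the paper marks an RBPJ motif at the asynchronous center, TTCCCAC(A/G) was absent from the peak, and the shorter TTCCCA occurred there, closest at 20.5 bp from the center.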

Other observations

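The tests of the smaller library, of base composition, of scores among mitotic-only peaks and of the CTCF motif in shared pairs were chosen only after the results were seen.

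Most asynchronous peaks had no mitotic peak. The overlap was more frequent at high scores, with an odds ratio of 4.70 between the highest and the lowest scoring 25% of asynchronous peaks, which is consistent with peaks near the calling threshold being missed in the mitotic list. The smaller mitotic library alone does not account for the missing overlap. If each asynchronous peak had the same occupancy in mitosis and was sampled again at the mitotic depth, 3933 of 5206 peaks would reach the mitotic threshold, or 1631 if every read number is lowered to its 95% limit, against 403 that overlapped. Of the 232 asynchronous peaks with a score of at least 20, 60 overlapped a mitotic peak, or 25.9%, where the calculation gives 232, or 229 at the lower limits. This calculation takes the scores of both lists as reads per 10 M on one scale. A lower efficiency of the mitotic immunoprecipitation and a loss of RBPJ from these sites in mitosis both stay open, and neither was tested. The reverse was also frequent, as 2824 of 3227 mitotic peaks, or 87.5%, had no asynchronous peak despite the lower estimated mitotic depth. A loss of RBPJ in mitosis would not by itself give such peaks. With mitotic peaks split by score into 10 groups, 32.5% of the highest group overlapped an asynchronous peak. Whether peaks of either list recur in the second immunoprecipitations was not examined, so how far this limits the overlap is unknown.

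The centers of shared peaks lay apart by a median of 43 bp. A fixed offset between the lists is excluded as the cause, since the median signed distance was 1 bp (bootstrap 95% interval -3 to 8). The strongest pairs had a median distance that differed by -15.5 bp from that of the weakest (two-sided permutation test, p = 0.0744, between 0.0645 and 0.0692 under the alternatives), so that a blur of weak peak centers by low read numbers and a real shift cannot be told apart, as this difference did not pass the threshold in about 100 pairs per group. In shared pairs, the RBPJ motif lay 15.3 bp farther from the mitotic center on average. The CTCF motif lay 4.57 bp farther from it in 76 pairs (bootstrap 95% interval -10.9 to 19.9, two-sided permutation test, p = 0.568). That interval covers both 0 and the value for RBPJ. Over whole lists, 50.5% of asynchronous peaks with a CTCF motif had it within 25 bp of the center (31.5% for an even spread) and 34.4% of mitotic peaks (26.6%), a lower share in mitotic peaks as with the RBPJ motif. In shared peaks, 44.6% of asynchronous and 40.6% of mitotic peaks with a CTCF motif had it within 25 bp of the center. With the RBPJ motif, these shares were 50.0% and 32.6%, and no test compared them. The lists hold mostly different peaks, and the interval for CTCF in shared pairs covers both values. A general blur of mitotic centers by fewer reads and a shift particular to RBPJ motifs therefore cannot be told apart.

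Mitotic-only peaks carried few motifs. An RBPJ or a CTCF motif was present in 55 of the 706 highest scoring and 51 of the 706 lowest scoring mitotic-only peaks, an odds ratio of 1.09 (Woolf 95% interval 0.730 to 1.61, two-sided Fisher's exact test, p = 0.762). The lowest scoring group was picked by chromosome and position from a larger number of peaks tied at 10.2, so the groups can differ in their chromosomes as well. With this interval and these ties, background peaks near the threshold and peaks at which RBPJ binds without these motifs cannot be told apart.

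Peaks were richer in G and C than their flanks, at 55.9% against 46.8% in asynchronous cells and 53.7% against 46.8% in mitotic cells. The reversed RBPJ consensus, which has the same bases, was enriched in asynchronous peaks with an odds ratio of 1.66 (Woolf 95% interval 1.24 to 2.22), and the reversed CTCF motif with 1.92. These are far below the values of 6.09 and 10.8 for the motifs themselves, so that base composition is excluded as the whole cause of the enrichment in asynchronous peaks.

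The highest scoring mitotic peak, with a score of 282.5, lay on chromosome 17 from 39980174 to 39980376 (mm9) and is annotated to Rn45s, a ribosomal RNA precursor, in Table S3. The next were on chromosome X from 166430591 to 166430793 in an intron of Mid1 (score 85.2), on chromosome 17 from 3082281 to 3082483 in Pisd-ps2 (74.3) and on chromosome 11 from 3027110 to 3027312 in Pisd-ps1 (70.6). A peak on chromosome 11 annotated to an LSU-rRNA repeat was among the 5 highest in both lists, with a score of 55.3 in mitotic cells (108873205 to 108873407) and 54.5 in asynchronous cells (108873141 to 108873313). A further LSU-rRNA peak on chromosome 3 from 5860553 to 5860755 (43.7) was among the highest scoring mitotic peaks with no asynchronous center within 1 kb. None of these peaks contained an RBPJ or a CTCF motif, and no explanation was tested.

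The highest scoring asynchronous peaks with no mitotic center within 1 kb were at the promoters of 2610005L07Rik (chromosome 8, 20020338 to 20020510, score 52.3, with a CTCF motif) and 1110002N22Rik (chromosome 11, 79955566 to 79955738, 45.6, with an RBPJ motif), in an intron of Nes (chromosome 3, 87778340 to 87778512, 42.2), at a peak that Table S2 assigns to Urb2 (chromosome 8, 126612072 to 126612244, 41.4, with an RBPJ motif), and at a peak that it assigns to Hey1 (chromosome 3, 8685294 to 8685466, 40.9, with an RBPJ motif).

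The Mb with the most mitotic peaks, chosen after its values were seen, was on chromosome 14 from 99000000 to 99999999. It held 33 mitotic and 20 asynchronous peaks, and none of these mitotic peaks contained an RBPJ or a CTCF motif. The sequence CACTGGGAACCTACCC of the RBPJ fragment in the gel shifts was present in 1 asynchronous peak, on chromosome 6 from 120313688 to 120313860 (score 39.3), and in no mitotic peak. The sequence GGCCACTAGGGGGCGC of the CTCF fragment was present in no peak of either list. No explanation was tested for these values.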
